# Tryptophan-derived metabolites and BAK1 separately contribute to *Arabidopsis* postinvasive immunity against *Alternaria brassicicola*

**DOI:** 10.1038/s41598-020-79562-x

**Published:** 2021-01-15

**Authors:** Ayumi Kosaka, Marta Pastorczyk, Mariola Piślewska-Bednarek, Takumi Nishiuchi, Erika Ono, Haruka Suemoto, Atsushi Ishikawa, Henning Frerigmann, Masanori Kaido, Kazuyuki Mise, Paweł Bednarek, Yoshitaka Takano

**Keywords:** Microbiology, Molecular biology, Plant sciences

## Abstract

Nonhost resistance of *Arabidopsis thaliana* against the hemibiotrophic fungus *Colletotrichum tropicale* requires PEN2-dependent preinvasive resistance and CYP71A12 and CYP71A13-dependent postinvasive resistance, which both rely on tryptophan (Trp) metabolism. We here revealed that CYP71A12, CYP71A13 and PAD3 are critical for *Arabidopsis’* postinvasive basal resistance toward the necrotrophic *Alternaria brassicicola*. Consistent with this, gene expression and metabolite analyses suggested that the invasion by *A. brassicicola* triggered the CYP71A12-dependent production of indole-3-carboxylic acid derivatives and the PAD3 and CYP71A13-dependent production of camalexin. We next addressed the activation of the CYP71A12 and PAD3-dependent postinvasive resistance. We found that *bak1*-*5* mutation significantly reduced postinvasive resistance against *A*. *brassicicola*, indicating that pattern recognition contributes to activation of this second defense-layer. However, the *bak1*-*5* mutation had no detectable effects on the Trp-metabolism triggered by the fungal penetration. Together with this, further comparative gene expression analyses suggested that pathogen invasion in *Arabidopsis* activates (1) CYP71A12 and PAD3-related antifungal metabolism that is not hampered by *bak1*-*5*, and (2) a *bak1*-*5* sensitive immune pathway that activates the expression of antimicrobial proteins.

## Introduction

The resistance of an entire plant species against all isolates of particular pathogens is called nonhost resistance^1^. *Colletotrichum tropicale* (hereafter *Ctro*), formally called *C*. *gleosporioides*, is a hemibiotrophic fungal pathogen that causes anthracnose on its host mulberry; however, it is not able to enter the nonhost *Arabidopsis* because *Arabidopsis* blocks pathogen entry via activation of preinvasive resistance. Preinvasive resistance of *Arabidopsis* against *Ctro* involves *PENETRATION2* (*PEN2*) and *PEN3*^2–8^. Nonhost preinvasive resistance toward *Ctro* also needs *EDR1* (*ENHANCED DISEASE RESISTANCE 1*)^9^.

Importantly, even the *pen2 edr1* mutant is still not fully susceptible to *Ctro*^10^, because strong postinvasive resistance is newly activated once *Ctro* enters epidermal cells of the mutants defective in the preinvasive resistance. We reported previously that *Arabidopsis cyp79B2 cyp79B3* double mutant is fully susceptible to the nonadapted pathogen *Ctro*, i.e., the mutant is defective in both preinvasive and postinvasve resistance^10^. CYP79B2 and CYP79B3 are key enzymes for the biosynthesis of tryptophan (Trp)-derived antimicrobial metabolites. CYP79B2/CYP79B3 convert Trp into indole-3-acetaldoxime (IAOx)^11^, and this precursor is then converted into several compounds for antimicrobial immunity, such as PEN2 substrates indole-glucosinolates (IGs), PAD3 (PHYTOALEXIN-DEFICIENT3)-dependent camalexin, and 4-hydroxy-ICN (4-OH-ICN) whose biosynthesis requires CYP82C2^12–14^. We have shown that the *pen2 pad3* mutant is partially defective in postinvasive resistance to *Ctro*, indicating that the *Arabidopsis* phytoalexin, camalexin, is a critical factor for this.

In addition to serving as a precursor of IGs and camalexin, IAOx can be also converted to indole-3-carboxylic acid and its derivatives (ICAs). We have shown recently that CYP71A12 but not CYP71A13 has an important contribution to the accumulation of ICAs in leaves upon both *Ctro* and *P*. *cucumerina* inoculation^15^. On the other hand, loss of CYP71A13 reduced camalexin accumulation in leaves upon infection by multiple pathogens^15,16^, whereas a single loss of CYP71A12 did not reduce camalexin accumulation upon *Ctro* and *P*. *cucumerina* infection^15^. These findings suggest distinct roles of these two homologous P450 monooxygenases in the responses toward pathogen infection. Importantly, the *pen2 cyp71A12* double mutant exhibits a partial reduction in postinvasive resistance to *Ctro*^15^, which was similar to that of the *pen2 pad3* plants. This indicates that CYP71A12-dependent synthesis of ICAs as well as camalexin synthesis is critical for postinvasive resistance to *Ctro,* whereas CYP71A12 and PAD3 are dispensable for the preinvasive resistance: *Ctro* cannot invade the *pad3* single mutant or the *cyp71A12* single mutant^15^.

It has been reported that in addition to the above mentioned pests, camalexin is critical for the immunity of *Arabidopsis* to additional filamentous pathogens including a necrotrophic fungus *Alternaria brassicicola* (hereafter called *Ab*)^17,18^. However, it remains unclear whether CYP71A12 and ICAs are involved in *Arabidopsis* immunity to other fungi including *Ab.*

Immune responses in plants, including biosynthesis of specialized metabolites, can be triggered by pattern recognition-receptor (PRRs). BAK1 (BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1) is known to act as a coreceptor with multiple PRRs, including FLS2 and EFR, via ligand-induced heteromerization^19–22^. BAK1 was initially identified as a positive regulator of the brassinosteroid response (BR)^23,24^. Correspondingly, the *bak1* null mutants such as *bak1-4* mutant have a defect not only in FLS2 and EFR-dependent immune responses, but are also hyposensitive to BR. In contrast to the null alleles, the *bak1–5* allele is impaired in pathogen-associated molecular pattern (PAMP)-triggered immunity, but not in BR signaling^25^. Importantly, *bak1-5* is more severely impaired in defense responses than the null mutant *bak1-4*^25^.

Here, we investigated whether CYP71A12-dependent synthesis of ICAs might be involved in *Arabidopsis* immunity, especially postinvasive resistance, to *Ab* that infects Brassicaceae plants. As a result, we found that the invasion by *Ab* triggers the CYP71A12-dependent accumulation of ICAs as well as camalexin. Furthermore, evaluation of lesion development and microscopic observation of the pathogen invasion suggested the involvement of CYP71A12, together with PAD3, in postinvasive resistance to *Ab*.

We also asked how *Arabidopsis* recognizes *Ab* invasion to activate the CYP71A12 and PAD3-dependent postinvasive resistance. To this end we investigated function of BAK1 in immunity and ICAs formation and found that the two *bak1* mutations, especially *bak1–5*, reduce postinvasive resistance to *Ab*, revealing the involvement of a PRR system in the recognition of *Ab* invasion for the activation of defense. Unexpectedly, we found that the *bak1–5* mutation has no negative impact on the invasion-triggered activation of biosynthesis of camalexin or ICAs derived from Trp.

## Results

### CYP71A12 contributes to the immunity of *Arabidopsis* against the necrotrophic pathogen *Alternaria brassicicola* independently of CYP71A13 and PAD3

*Ab* is a necrotrophic fungal pathogen that infects several Brassicaceae spp., including cabbage and canola but is restricted within limited lesions when inoculated on leaves of *Arabidopsis* accession Col-0^9,17,26^. To investigate the roles of CYP71A12 in the postinvasive immunity of *Arabidopsis* against *Ab*, we used the Ryo-1 strain of *Ab* for the inoculation assay (Fig. 1). During our former study on postinvasive resistance against *Ctro* we investigated Trp metabolism-related mutants including *cyp71A12* in the *pen2* background, because *Ctro* was not able to invade these mutants in the absence of the *pen2* mutation (15). In this study, to focus on postinvasive resistance against *Ab,* we used these *pen2* background mutants for the *Ab* inoculation assay to exclude a potential effect of PEN2 on preinvasive resistance against this pathogen. Our evaluation of lesion development at 4 days postinoculation (dpi) revealed that the *pen2 cyp71A12* mutant showed enhanced susceptibility to *Ab,* as compared with the *pen2* plants, indicating contribution of CYP71A12 to the immunity towards *Ab* (Fig. 1). We also found that lesion development in the *pen2* mutant was not significantly different from that in the wild-type (WT) Col-0 leaves (Fig. 1), suggesting that opposite with the impact on several filamentous pathogens^2,6^, PEN2 has likely no detectable contribution to the *Arabidopsis* immunity against *Ab* at least in the Col-0 accession.

**Figure 1:**
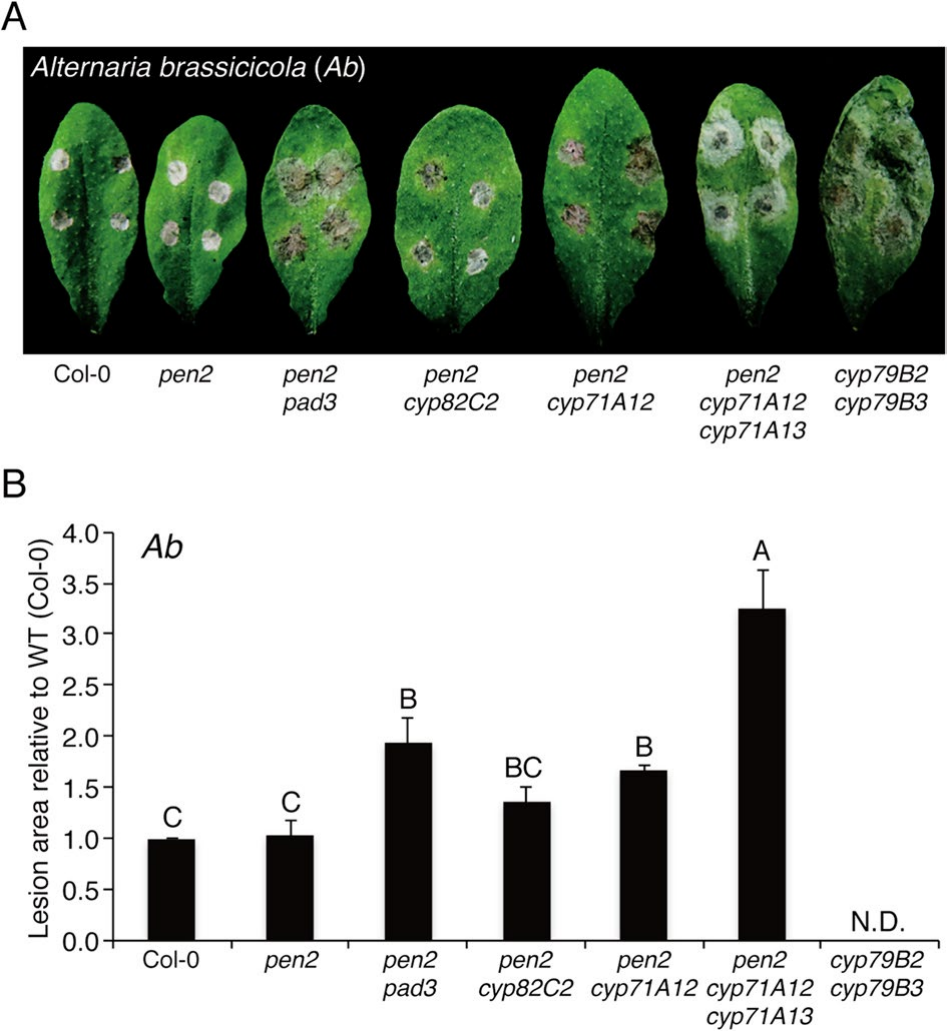
*PAD3* and *CYP71A12* are involved in the immunity of *Arabidopsis* against the necrotrophic pathogen *Alternaria brassicicola* (*Ab*). (**A**) Lesion development caused by *Ab* on *Arabidopsis* mutant plants with defects in Trp metabolism pathways. Conidial suspensions (1 × 10^5^ conidia/mL) of *Ab* were drop-inoculated onto mature leaves of 4–5-week-old plants. The photograph was taken at 4 days postinoculation (dpi). (**B**) Quantification of lesion development. Conidial suspensions of *Ab* were drop-inoculated onto tested plants. At 4 dpi, lesion areas were measured and the relative values to Col-0 (WT plants) were calculated. Means and standard deviations (SDs) were calculated from three independent experiments. The statistical significance of differences between means was determined by Tukey’s honestly significant difference (HSD) test. Means not sharing the same letter are significantly different (*P* < 0.05). N.D., not determined.

We also found that the *pen2 pad3* mutants have increased susceptibility to the *Ab* Ryo-1 (Fig. 1), indicating the importance of PAD3-dependent camalexin synthesis, consistent with previous reports^17,26^. Also, an additional mutation in *CYP71A13* further increased lesion development in *pen2 cyp71A12* (Fig. 1). Opposite with *PAD3* and *CYP71A12/A13*, *cyp82C2* mutation did not cause significant changes in *Ab* development suggesting that *CYP82C2* together with 4-OH-ICN do not contribute to the immunity toward this pathogen (Fig. 1). We were unable to perform proper quantitative analysis of lesion development in the *cyp79B2 cyp79B3* mutant at 4 dpi because the lesions had already merged. However, quantitative analysis at 3 dpi revealed that the *cyp79B2 cyp79B3* mutant was the most susceptible to *Ab* among all tested genotypes (Supplementary Fig. S1). As *PEN2* appeared to be unlikely essential for the immunity against *Ab*, we also investigated the effects of the mutations of *PAD3*, *CYP71A12*, *CYP71A13* and *CYP82C2* on the immunity to *Ab* in the WT background in addition to the *pen2* background by using *pad3*, *cyp82C2*, *cyp71A12*, *cyp71A12 cyp71A13* mutants. The obtained result was similar to the finding on the mutations in the *pen2* background (Supplementary Fig. S2).

### Biosynthesis of ICAs and camalexin occurs during postinvasive resistance toward *Ab*

Pastorczyk, M. et al.^15^ reported that (1) the expression of *CYP71A12* and *PAD3* is strongly induced in the *pen2* mutant defective in preinvasive resistance, but not in WT, upon the inoculation of the non-adapted pathogen *Ctro* and (2) *CYP71A12* and *PAD3* are involved in postinvasive resistance against *Ctro*. To assess whether *CYP71A12* and *PAD3* are expressed during postinvasive resistance against *Ab*, we investigated the expression pattern of these genes at several time points after *Ab* inoculation (at 4, 12, 24, and 48 h postinoculation, hpi). Although lesion development by *Ab* in *pen2* was comparable to that in WT (Fig. 1), we used the *pen2* mutant for the analysis to exclude a potential contribution of PEN2 to preinvasive resistance to *Ab.*

We found that the expression of *CYP71A12* and *PAD3* started to be induced at 12 hpi in *pen2*, and the corresponding expression levels were stronger elevated at later time points (Fig. 2A). By contrast, we did not detect any induction at 4 hpi (Fig. 2A). In parallel, we also investigated the temporal infection behavior of *Ab* in *Arabidopsis*. We found that conidia of *Ab* had already germinated at 4 hpi, however, we did not detect any host invasion at this time (Fig. 2B). The fungus started to invade the *pen2* plants at 12 hpi and the invasion ratio became elevated at later time points (Fig. 2B,D). These findings indicate a link between *CYP71A12* and *PAD3* induction and the initiation of host invasion in the *Ab*-*Arabidopsis* interactions, strongly suggesting that the expressions of *CYP71A12* and *PAD3* are triggered by *Ab* invasion. Furthermore, we also revealed that simultaneous loss of both *CYP71A12* and *CYP71A13* produced no detectable effects on the preinvasive resistance against *Ab* (Fig. 2C,D). These findings suggest that *CYP71A12* and *CYP71A13* are involved in the postinvasive resistance against *Ab*. We also found that the invasion ratio of *Ab* in *pen2* was not significantly different from that in WT (Fig. 2C), in contrast to the case of *Ctro*^6^.

**Figure 2:**
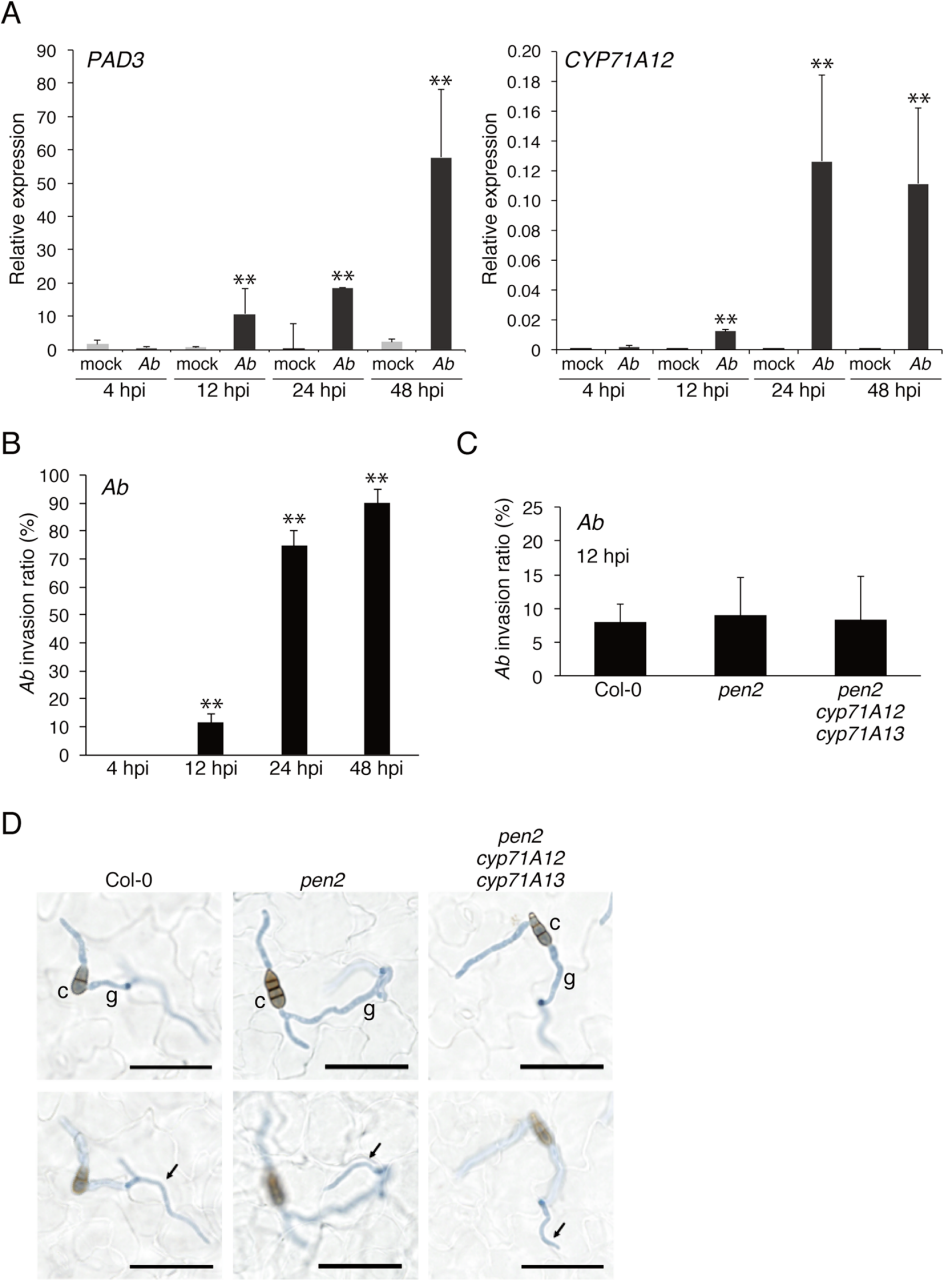
The invasion of *Ab* activates the expression of *PAD3* and *CYP71A12*. (**A**) Expression of *PAD3* and *CYP71A12* following *Ab* inoculation. Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto 4–5-week-old *pen2* plants and kept at 100% humidity. The samples were collected at 4, 12, 24, and 48 hpi. Each gene transcript was quantified by quantitative polymerase chain reaction (qPCR) using the gene-specific primers listed in Supplementary Table S2. Values were normalized to the expression level of *UBC21*. The means and SDs were calculated from three independent experiments. Statistical comparisons between mock and *Ab* treated samples were conducted using two-tailed Student’s *t* tests (**P < 0.01). (**B**) Quantitative analysis of the *Ab* invasion ratio among *pen2* plants. Conidial suspensions (1 × 10^5^ conidia/mL) of *Ab* were drop-inoculated onto *pen2* plants and kept at 100% humidity. The inoculated leaves were collected at 4, 12, 24, and 48 hpi, and then subjected to a trypan blue viability staining assay. The presence or absence of invasive hyphae from at least 50 germinating conidia were counted in each experiment. The means and SDs were calculated from three independent experiments. Statistical comparisons of the *Ab* invasion ratios at 12, 24, and 48 hpi against that at 4 hpi were conducted using two-tailed Student’s *t* tests (**P < 0.01). (**C**) *PEN2*, *CYP71A12*, and *CYP71A13* are dispensable for preinvasive resistance against *Ab*. Aliquots of 5 μL of *Ab* conidial suspension were drop-inoculated onto leaves of 4–5-week-old plants. At 12 hpi, the inoculated leaves were collected and stained with trypan blue, and then invasive hyphae were observed by light microscopy. At least 50 germinating conidia were counted in each experiment. The means and SDs were calculated from three independent experiments. Statistical analysis using two-tailed Student’s *t* tests showed no significant differences among the genotypes. (**D**) Light microscopy observations. At 12 hpi, a part of the germinating conidia developed invasive hyphae (arrows) inside the inoculated plants. The top images are focused on conidium and the bottom images are focused on invasive hypha. *c* conidium, *g* germ tube. Bars = 50 µm.

We then assessed whether our observations made at the gene expression level could be supported with metabolite profiles. We found that the pathogen-induced accumulation of two ICAs, glucoside of 6-hydroxy-indole-3-carboxylic acid (6OGlcICA) and glucose ester of indole-3-carboxylic acid (ICAGlc), was detected at 24 hpi, but not at 4 hpi with *Ab* in both WT and *pen2* (Fig. 3A; Supplementary Fig. S3), which matched strongly with the gene expression data (Fig. 2A). Similar results were also obtained during the analysis of camalexin accumulation (Fig. 3A). Therefore, we conclude that the synthesis of ICAs and camalexin is triggered by *Ab* invasion.

**Figure 3:**
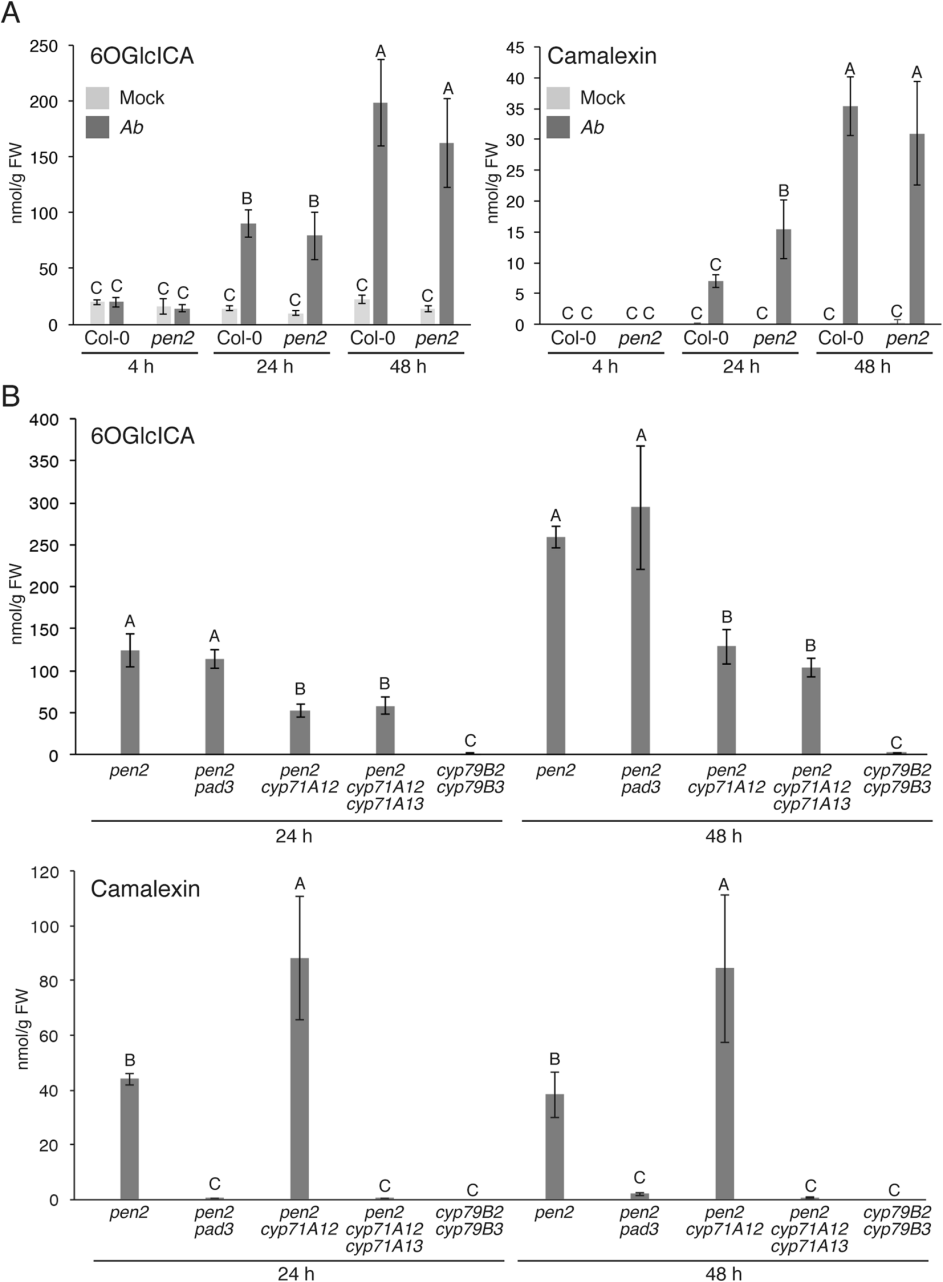
Invasion by *Ab* induced CYP71A12-dependent biosynthesis of 6-hydroxy-ICA and PAD3-dependent biosynthesis of camalexin. (**A**) The accumulation of 6-hydroxy-ICA (6OGlcICA) and camalexin in *Arabidopsis* plants inoculated with *Ab*. Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto Col-0 (WT) and *pen2* plants. As a control, water was sprayed as a mock treatment. The means of metabolites (nmol/g fresh weight, FW) and SDs from four biological independent samples are shown in the graph. The statistical significance of differences between means was determined by Tukey’s HSD test. Means not sharing the same letter are significantly different (*P* < 0.05). (**B**) *CYP71A12* is required for the *Ab*-triggered accumulation of 6OGlcICA, whereas *PAD3* and *CYP71A13* are required for the accumulation of camalexin. Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto tested mutant lines. The statistical significance of differences between means in each time point was determined by Tukey’s HSD test. Means not sharing the same letter are significantly different (*P* < 0.05).

### Reduced accumulation of ICAs correlates with the breakdown of the postinvasive resistance toward *Ab*

We have reported recently that the accumulation of ICAs triggered by inoculation with *P*. *cucumerina* is reduced in the *cyp71A12*, but not in the *cyp71A13* mutant^15^. By contrast, the *P*. *cucumerina*-triggered accumulation of camalexin was reduced in the *cyp71A13*, but not in the single *cyp71A12* mutant^15^. Therefore, we assumed that the CYP71A12-dependent production of ICAs contributes to *Arabidopsis* postinvasive immunity to *Ab* independently of CYP71A13-dependent camalexin production. As mentioned above, we also found that the *cyp79B2 cyp79B3* mutant exhibited more severe defects in postinvasive resistance against *Ab* than the *pen2 cyp71A12 cyp71A13* mutant (Fig. 1 and Supplementary Fig. S1), although the reason was not clear. To get further insights on these aspects, we investigated the Trp-related metabolite profiles of the aforementioned mutants: *pen2*, *pen2 pad3*, *pen2 cyp71A12*, *pen2 cyp71A12 cyp71A13*, and *cyp79B2 cyp79B3*.

Obtained results revealed that the simultaneous loss of *CYP79B2* and *CYP79B3* completely abolished the *Ab*-triggered accumulation of ICAs and camalexin, whereas the loss of *PAD3* canceled camalexin accumulation, but had no effects on the accumulation of ICAs (Fig. 3B; Supplementary Fig. S4). In the *pen2 cyp71A12* mutant, the *Ab*-triggered accumulation of ICAs was reduced significantly compared with the *pen2* mutant, opposite with camalexin accumulation that was rather increased compared with *pen2* (Fig. 3B; Supplementary Fig. S4). These results further strengthen the idea that the accumulation of ICAs triggered by the *Ab* invasion is critical for the postinvasive resistance of *Arabidopsis* against this necrotrophic fungal pathogen. In the *pen2 cyp71A12 cyp71A13* mutant, the ICA levels that accumulated upon *Ab* invasion were similar to those observed in the *pen2 cyp71A12* mutant, but camalexin accumulation in the triple mutant was completely diminished, in contrast to *pen2 cyp71A12* (Fig. 3B; Supplementary Fig. S4), further supporting the importance of CYP71A13 for the pathogen-induced accumulation of camalexin, but not ICAs.

It is noteworthy that the leaves of *pen2 cyp71A12 cyp71A13* mutant still accumulated clearly detectable amounts of ICAs at both 24 hpi and 48 hpi of *Ab*, whereas camalexin in this triple mutant was under the detection limit at the same time points (Fig. 3B; Supplementary Fig. S4). As mentioned above, the *cyp79B2 cyp79B3* mutant exhibited a more severe phenotype to *Ab* inoculation compared with the *pen2 cyp71A12 cyp71A13* mutant (Fig. 1A,B; Supplementary Fig. S1). The *cyp79B2 cyp79B3* mutant is entirely defective in the production of not only camalexin, but also ICAs (Fig. 3B; Supplementary Fig. S4). Also, both *cyp79B2 cyp79B3* and *pen2 cyp71A12 cyp71A13* mutants are commonly defective in biosynthesis of the PEN2-dependent IG-hydrolysis products (leading to unidentified antifungal compounds), these data suggested that the different levels of susceptibility to *Ab* between *pen2 cyp71A12 cyp71A13* and *cyp79B2 cyp79B3* is likely caused by the differential accumulation of ICAs in these two mutants.

In addition to ICAs and camalexin, CYP79B2/CYP89B3 enzymes are essential for biosynthesis of other Trp-derived metabolites including IGs^15,27^. The *pen2 cyp71A12 cyp71A13* mutant lacks the PEN2-dependent IG-hydrolysis products, but retains the ability to produce IGs, which can be activated by another enzyme. It has been reported that IG biosynthesis in *Arabidopsis* is controlled by the transcription factors MYB34, MYB51, and MYB122, whereas these factors are dispensable for the pathogen triggered biosynthesis of camalexin and ICAs^27^. Thus, to assess the possibility that the different susceptibility to *Ab* between *pen2 cyp71A12 cyp71A13* and *cyp79B2 cyp79B3* mutants might be linked to IG biosynthesis, we compared phenotypes of *pen2 cyp71A12 cyp71A13* and *cyp71A12 cyp71A13 myb34 myb51 myb122* lines following *Ab* inoculation. We first performed the metabolite analyses on the *cyp71A12 cyp71A13 myb34 myb51 myb122* mutant leaves at 24 hpi of *Ab* (Supplementary Fig. S5)*.* The obtained results showed that this mutant was defective in IG biosynthesis upon *Ab* infection. Subsequently, we tested susceptibility of this mutant towards *Ab* in an inoculation assay. We found that lesion development in the *cyp71A12 cyp71A13 myb34 myb51 myb122* mutant leaves was similar to that in the *pen2 cyp71A12 cyp71A13* mutant (Supplementary Fig. S6). These results indicate that PEN2-independent IG hydrolysis is likely not involved in the postinvasive resistance against *Ab*. Thus, the different susceptibility between the *pen2 cyp71A12 cyp71A13* mutant and the *cyp79B2 cyp79B3* mutant is not linked to IG-deficiency. Together with the involvement of CYP71A12-dependent ICAs synthesis in the postinvasive resistance of *Arabidopsis* against *Ab*, we consider that the remaining ICAs in *pen2 cyp71A12 cyp71A13* are still effective against *Ab.* Consistent with this idea, the *pen2 cyp71A12* mutant was more susceptible to *Ab* than the *pen2* mutant (Fig. 1).

### The *bak1–5* mutation reduces the postinvasive resistance of *Arabidopsis* to *Ab*, independently of pathogen-triggered ICAs and camalexin biosynthesis

Next, we asked how *Arabidopsis* recognizes the invasion by *Ab* to activate the biosynthesis of ICAs and camalexin. The candidate mechanism critical for this process is the PRRs-dependent PAMP recognition machinery^28,29^. When *Arabidopsis* recognizes PAMPs, at least some of the cognate PRRs, including FLS2 and EFR receptor-like kinases (RLKs), form complexes with coreceptors such as BAK1^19–22^. Therefore, we decided to assess the possible involvement of BAK1 in the invasion-triggered accumulation of ICAs and camalexin. For this purpose, we used two mutant alleles of *BAK1*, *bak1–4* and *bak1–5*; of these, *bak1–4* is a *BAK1* null allele^19^, and *bak1–5* is a semi-dominant allele with a specific phenotype related to PAMP responsiveness^25^. Importantly, it was reported that *bak1-5* is more severely impaired in elf18 and flg22 responses than the null mutant *bak1-4*^25^.

Because the main results on gene expression and metabolite accumulation were derived from the *pen2*-background mutants in this study, we used the *pen2 bak1–4* mutant^30^ and the newly generated *pen2 bak1–5* mutant. We first performed *Ab* inoculation assay on these plant lines and found that both *pen2 bak1–4* and *pen2 bak1–5* plants have reduced immunity to *Ab*, although the *pen2 bak1–5* plants were more susceptible than the *pen2 bak1–4* plants (Fig. 4A,C). Similar results were observed for single *bak1–4* and *bak1–5* as compared with WT plants (Supplementary Fig. S7). We then evaluated whether the *bak1–5* mutation would reduce preinvasive resistance to *Ab*. To assess this, we compared the invasion behavior of *Ab* in the *pen2* mutant with that in the *pen2 bak1–5* mutant. The invasion ratio in the *pen2 bak1–5* mutant was similar to that in the *pen2* mutant, suggesting that the *bak1–5* mutation does not have detectable impact on preinvasive resistance to *Ab* (Fig. 4B). These results indicate that the *bak1–5* mutation reduces postinvasive resistance to *Ab*, i.e., PRR systems likely function in the recognition of *Ab* invasion.

**Figure 4:**
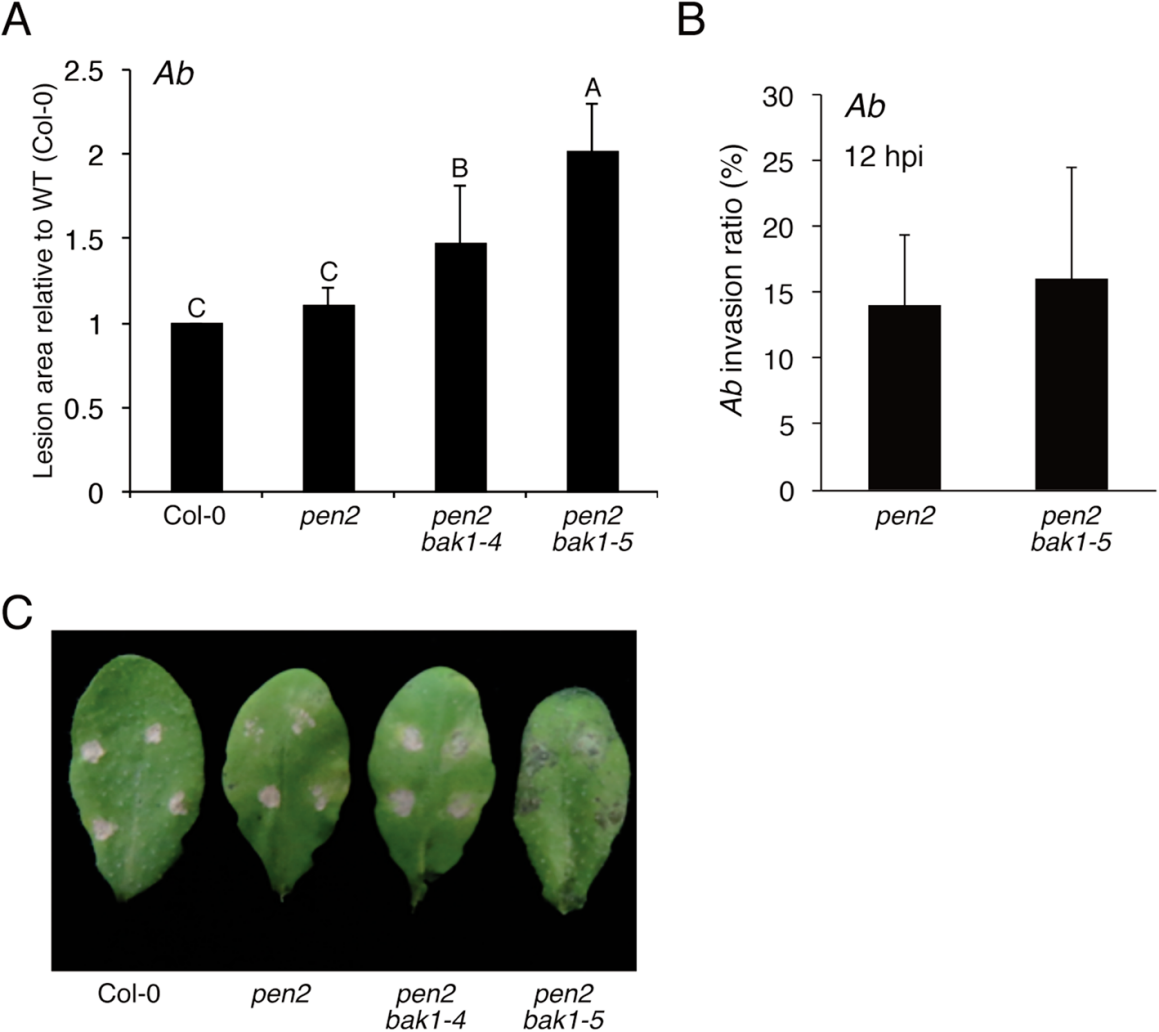
The *bak1* mutations reduced the immunity of *Arabidopsis* against *Ab*. (**A**) Quantification of lesion development. Conidial suspensions of *Ab* (1 × 10^5^ conidia/mL) were drop-inoculated onto true leaves of 4–5-week-old plants. At 4 dpi, lesion areas were measured and the relative values to Col-0 (WT plants) were calculated. The means and SDs were calculated from three independent experiments. The statistical significance of differences between means was determined by Tukey’s HSD test. Means not sharing the same letter are significantly different (*P* < 0.05). (**B**) The *bak1–5* mutation did not reduce preinvasive resistance against *Ab* in the *pen2* mutant. Aliquots of 5 μL of conidial suspension (1 × 10^5^ conidia/mL) of *Ab* were drop-inoculated onto leaves of 4–5-week-old plants of the tested mutants. At 12 hpi, the inoculated leaves were collected and stained with trypan blue, and then invasive hyphae were observed under light microscopy. At least 50 germinating conidia were counted in each experiment. The means and SDs were calculated from three independent experiments. Statistical analysis using two-tailed Student’s *t* tests showed no significant differences between *pen2* and *pen2 bak1–5* mutants. (**C**) Lesion development caused by *Ab* on two *pen2 bak1* mutants. Conidial suspensions (1 × 10^5^ conidia/mL) of *Ab* were drop-inoculated onto mature leaves of 4–5-week-old plants. The photograph was taken at 4 dpi.

Because we found that the *bak1–5* mutation reduced postinvasive resistance to *Ab*, we next investigated whether *bak1–5* would have negative effects on the *Ab* invasion-triggered activation of camalexin and ICAs biosynthesis. We checked the gene expression of *PAD3* and *CYP71A12* in the *pen2* and *pen2 bak1–5* mutants after *Ab* inoculation. Surprisingly, the *bak1–5* mutation did not cancel the induced expression of *PAD3* and *CYP71A12* in *pen2* (Figs. 2A, 5A). Furthermore, we found that the accumulation of camalexin and ICAs upon *Ab* invasion was not reduced in the *pen2 bak1–5* mutant compared with the *pen2* mutant (Fig. 5B and Supplementary Fig. S8). The accumulation level of ICAs was even higher in *pen2 bak1–5* than *pen2* at 48 hpi, which might be due to enhanced infection in *pen2 bak1–5* (Fig. 5B and Supplementary Fig. S8). Collectively, these results indicate that the *bak1–5* mutation does not reduce the *Ab*-triggered activation of camalexin and ICAs biosynthesis, although this mutation reduces postinvasive resistance to *Ab*.

**Figure 5:**
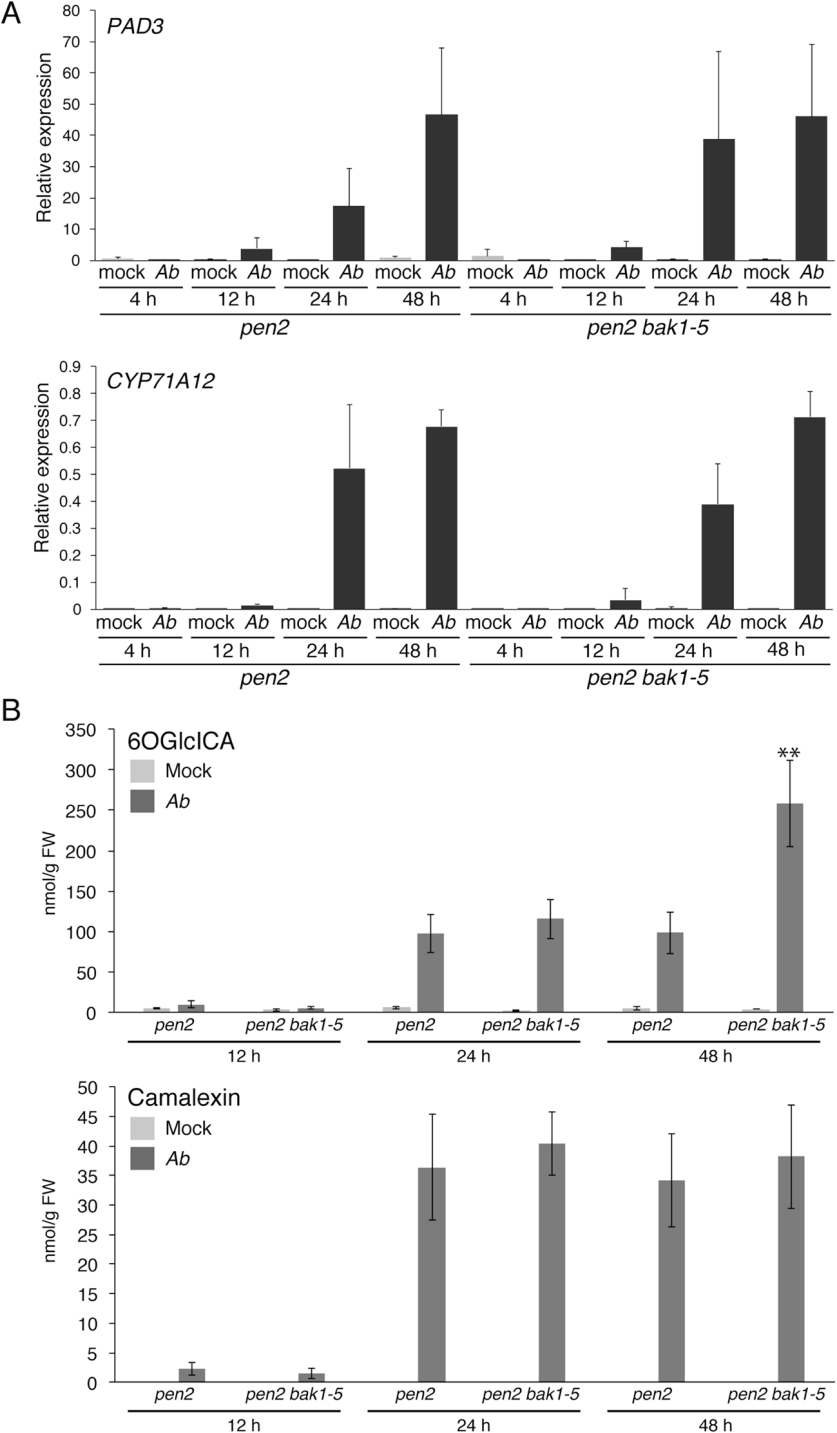
The *bak1–5* mutation did not reduce the *Ab*-invasion triggered accumulation of 6-hydroxy-ICA and camalexin. (**A**) The *Ab*-invasion triggered activation of *CYP71A12* and *PAD3* expression in the *pen2 bak1–5* mutant. Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto 4–5-week-old plants. The samples were collected at 4, 12, 24, and 48 hpi. Each gene transcript was quantified by RT–qPCR using the gene-specific primers listed in Supplementary Table S2. Values were normalized to the expression level of *UBC21*. The statistical comparison between *Ab*-treated *pen2* and *Ab*-treated *pen2 bak1-5* at same time point samples was conducted using two-tailed Student’s *t* tests and did not show significant differences. (**B**) The *Ab* invasion-triggered accumulations of 6-hydroxy-ICA (6OGlcICA) and camalexin were not canceled by the *bak1–5* mutation. Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto the tested mutant lines. The means of metabolites (nmol/g FW) and SDs from four biological independent samples are shown in the graph. The statistical comparison between *pen2* and *pen2 bak1-5* at same timepoint was conducted using two-tailed Student’s *t* tests (**P < 0.01).

### The *bak1–5* mutation reduces the *Ab* invasion-triggered expression of defense-related genes, including *GLIP1*.

We further investigated the *bak1–5* sensitive pathways for postinvasive resistance against *Ab*. We performed comparative expression profiling experiments in *pen2* and *pen2 bak1–5* plants following *Ab* invasion using microarray analysis. *Ab* was inoculated to each plant, and RNA isolated from inoculated leaves at 24 hpi was subjected to microarray analysis. 

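The arrays of 8 samples were analysed, 4 from *pen2* and 4 from *pen2 bak1–5* plants, each sample being RNA from 5 leaves of 4–5-week-old plants at 24 hpi. The sample labels give inoculation with *Ab* for all 8 samples, whereas the methods describe 4 replicates each of mock and *Ab*-treated samples. The samples were grouped by genotype, on which the labels and the results of the paper do not differ. One-colour Agilent arrays were used, so each array measured a single Cy3-labeled sample in 43803 spots, controls left out. The authors deposited the scanner output of each array, in which the processed signal is the spot intensity after subtraction of the background, not scaled between arrays. Spots well above background made up 73.3, 70.2, 70.6 and 70.3% of the spots on the *pen2* arrays and 67.9, 70.02, 63.2 and 71.2% on the *pen2 bak1–5* arrays, and 0 spots were saturated. The 75th percentile of the signal lay between 2052 and 2913 on the *pen2* arrays and between 1948 and 2603 on the *pen2 bak1–5* arrays. From these files, the log2 processed signal was shifted so that each array's 75th percentile was 0, and spots marked as outliers by the scanner software were left out. Of 43603 probes, 34348 were matched to 25410 loci through their transcript accessions (names from the TAIR10.1 assembly), and the others kept the transcript name of the files. Probes well above background on all 4 arrays of at least 1 genotype were kept, and the brightest one stood for its locus, which left 22056 genes and transcripts to test. The genotypes were compared with limma and Benjamini-Hochberg adjustment, and every log2 change is *pen2 bak1–5* minus *pen2*. The normalized signals of array pairs were correlated across the probes well above background on all 8 arrays, so dim probes are not covered. The r was 0.991–0.993 within *pen2*, 0.988–0.993 within *pen2 bak1–5* and 0.972–0.990 between the genotypes. All 4 *pen2* arrays lay on 1 slide and all 4 *pen2 bak1–5* arrays on another, scanned separately, so no comparison of the genotypes could be made within a slide. The number of arrays limits the precision of every value.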

We focused on differentially expressed genes associated with the immune response based on Gene Ontology (GO) data (GO term 0006955: http://www.informatics.jax.org). As a result, we found that 14 genes had greater than a 2.5-fold change in expression. 

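Over all 22056 genes and transcripts tested, with no restriction to the immune response, 309 had a *pen2 bak1–5* to *pen2* ratio above 2.5 and 202 had a ratio below 0.4. The annotation of the GO term was not used here, so these counts hold genes of any function. By limma, 398 of these 511 also had an adjusted p below the 0.05 threshold, 231 higher and 167 lower in *pen2 bak1–5*, and 113 did not. In 373 of the 398, all 4 arrays of one genotype lay above all 4 of the other. Such a separation was found for 22.0% of everything tested, against 2.86% by chance. For 28 of the 398, no array of one genotype was well above background, so that only a lower bound of the change is known. The filter on dim probes moved the total and the higher ratio count most, since without it 2601 of 34291 features passed a ratio threshold, 2338 of them higher. The lower ratio count ranged from 57 with a normexp background correction, chosen after the data were seen, to 385 with a 2-fold threshold. Quantile normalization gave 395 calls, but 57.7% of them were lower in *pen2 bak1–5*, against 42.0% with the 75th percentile shift. That normalization also turned the ratio counts, to 240 above 2.5 and 299 below 0.4. The measured means of all 14 genes of Supplementary Table S1 lay past their ratio threshold, and 12 of the genes also had an adjusted p below 0.05. For AT5G52740, not well above background on any *pen2 bak1–5* array, whether the change reaches 2.5-fold is not known. The exceptions were AT5G55450 (ratio 0.304, adjusted p = 0.0761) and AT3G28510 (ratio 0.389, adjusted p = 0.0772). With the p-values adjusted over the list alone, all 14 were below 0.05 (largest adjusted p = 0.0143 by limma). Without the filter on dim probes 5 of the 14 were called, over the larger number of features. Leaving out 1 array left between 6 and 12 of them called, with fewer arrays to test on. The count by list alone is not independent evidence, since the list was chosen on the same arrays.

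**Figure D1:**
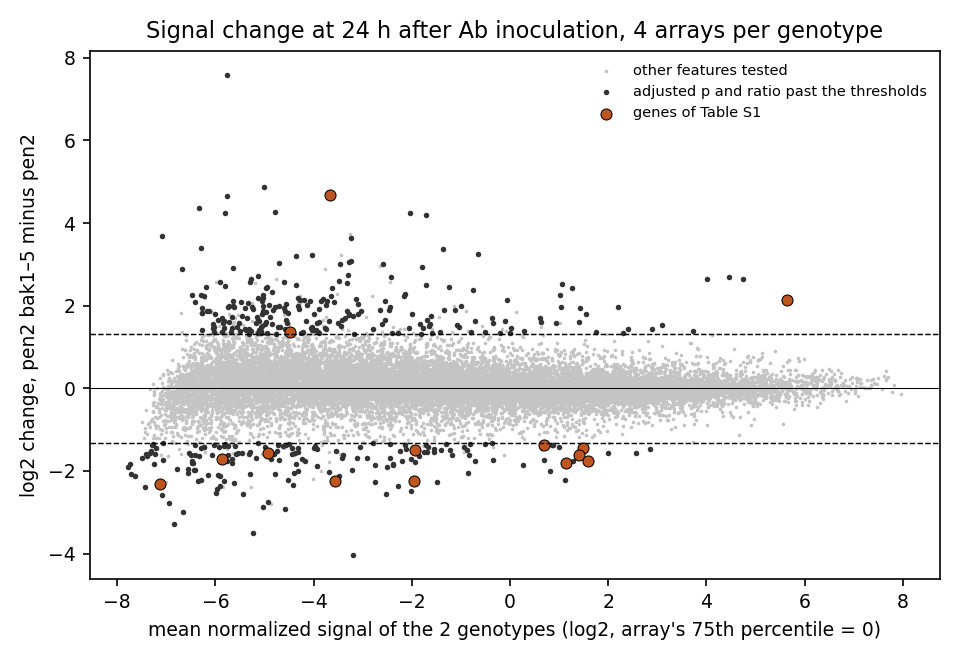
Log2 change of normalized signal (*pen2 bak1–5* minus *pen2*, vertical axis) against the mean log2 normalized signal of the genotypes (horizontal axis), one point per gene or transcript tested. Black points are past both thresholds, orange points are the genes of Table S1 and dashed lines mark the ratios 2.5 and 0.4. The 309 features above the upper line and the 202 below the lower line include the 398 called, of which 340 lie below the median of the mean signal.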

Interestingly, 11 were down-regulated, and three were up-regulated (Supplementary Table S1), implying that, compared with the *pen2* plants, the *pen2 bak1–5* plants exhibited a trend for reduced immune responses upon *Ab* invasion. 

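Of the 11 down-regulated genes, 10 were well above background on at least 1 *pen2 bak1–5* array, and their ratios ranged from 0.210 to 0.389. For 6 of all 11, AT5G52740 among them, and for 2 of the 3 up-regulated genes, the values of the genotypes did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). *CRK7* (AT4G23150) had a log2 normalized signal of 2.04 ± 0.40 (SD, n = 4) in *pen2* and 0.24 ± 0.20 in *pen2 bak1–5*, a change of −1.80 (SE 0.20, adjusted p = 0.00304 by limma). *CRK37* (AT4G04500) changed by −2.25 (SE 0.48, adjusted p = 0.0226) and *ARD3* (AT2G26400) by −2.23 (SE 0.51, adjusted p = 0.0278). Their *pen2* arrays spread more widely, with SDs of 1.05 and 0.99. The adjusted p of *CRK37* rose to between 0.0520 and 0.0595 without *pen2* replicate 1, *pen2* replicate 4 or *pen2 bak1–5* replicate 3. That of *ARD3* rose to between 0.0528 and 0.0718 without *pen2* replicate 1, 3 or 4 or *pen2 bak1–5* replicate 1, 2 or 3. Without the filter on dim probes it was 0.0626 for *CRK37* and 0.0728 for *ARD3*, and with each gene's own variance in place of the moderated variance of eBayes, 0.0605 and 0.0703. AT5G52740 was not well above background on any *pen2 bak1–5* array and was at least 1.58-fold higher in *pen2* (adjusted p = 0.0133 by limma), a bound that does not reach the 2.5-fold threshold. With normexp its change was −0.41 (adjusted p = 0.137 by limma). Normexp adds an offset of 50 to every signal, which shrinks the ratios of dim probes. A smaller change with normexp therefore cannot tell whether a dim gene reaches the ratio threshold. The bound sets the mean of the *pen2* arrays against the lowest signal well above background on each *pen2 bak1–5* array, or the probe's own signal where that was higher. *PRB1* (AT2G14580, ratio 0.336, adjusted p = 0.0166) was well above background on 3 of 4 *pen2 bak1–5* arrays. Its adjusted p was 0.05025 without the filter on dim probes, and with normexp it changed by −0.74, short of the ratio threshold. AT5G55450 was well above background on 2 of 4 *pen2 bak1–5* arrays. In 10 of the 11 genes, *pen2* replicate 2 gave the lowest of the *pen2* values. Without it, the adjusted p of AT5G55450 was 0.0487 and that of AT3G28510 was 0.0348. Without *pen2 bak1–5* replicate 4, AT5G55450 had an adjusted p of 0.0392. Over all alternatives it lay between 0.0392 and 0.169 for AT5G55450 and between 0.0348 and 0.17 for AT3G28510. The ratio of AT3G28510 was between 0.404 and 0.488, short of the threshold, without *pen2* replicate 1, 3 or 4 or *pen2 bak1–5* replicate 1. Among the up-regulated genes, AT1G29660 had the largest change, 4.69 on the log2 scale (SE 0.84, ratio 25.7, adjusted p = 0.0130), with 3 of 4 *pen2* arrays well above background. Its ratio was 42.2 without *pen2 bak1–5* replicate 1 and 62.5 by the arithmetic mean of 4 ratios, and its change was 3.41 with normexp. Leaving out each array in turn gave changes of 4.18 to 5.40. *CHX2* (AT1G79400) had a ratio of 2.58 (adjusted p = 0.0156), close to the threshold. The ratio was 2.28 with quantile normalization, 2.34 without *pen2* replicate 2 and 2.29 without *pen2* replicate 4, all short of 2.5, and with normexp the change was 0.97. *PDF1.2* (AT5G44420) had a ratio of 4.38 with an adjusted p of 0.0495, which rose to between 0.0581 and 0.111 when any array but *pen2* replicate 4 was left out. It was 0.109 without the filter on dim probes and 0.107 with the gene's own variance. *PDF1.2b*, *PDF1.2c* and *PDF1.3*, members of the same family, changed by 2.65, 2.71 and 2.65, and whether the probe of *PDF1.2* also binds their transcripts was not tested. From the larger number of down-regulated than up-regulated genes in this list, the paper proposes that the immune response to *Ab* tended to be weaker in the *pen2 bak1–5* plants.

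**Figure D2:**
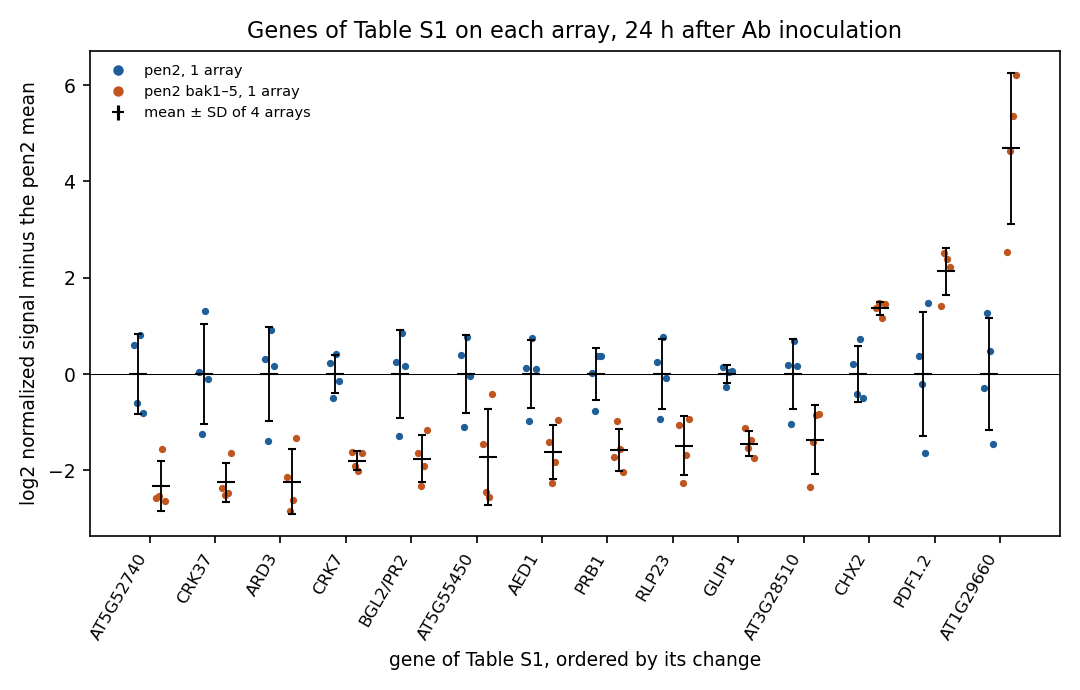
Log2 normalized signal of the 14 genes of Table S1 on each array, minus the gene's *pen2* mean (vertical axis), with genes ordered by their change (horizontal axis). Blue points are the 4 *pen2* arrays, orange points the 4 *pen2 bak1–5* arrays, and black bars the mean ± SD of 4 arrays. The mean of the *pen2 bak1–5* arrays lies below the *pen2* mean for 11 genes and above it for 3, and the arrays of *CRK7* and *GLIP1* sit closest together.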

Among the 11 down-regulated genes, four were shown previously to be involved in the *Arabidopsis* immune system using functional analyses such as the analysis of corresponding knockout mutants, including *AED1* (*APOPLASTIC, EDS1-DEPENDENT 1*)^31^, *BGL2*/*PR2*^32^, *GLIP1*^33,34^, and *RLP2*3 (*RECEPTOR-LIKE PROTEIN 23*)^35^. 

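*GLIP1* (AT5G40990) had a log2 normalized signal of 2.199 ± 0.178 (SD, n = 4) in *pen2* and 0.756 ± 0.264 in *pen2 bak1–5*, a change of −1.44 (SE 0.15, ratio 0.368, adjusted p = 0.00227 by limma). Leaving out each array in turn kept its adjusted p between 0.00251 and 0.0102. *BGL2*/*PR2* (AT3G57260) had 2.46 ± 0.91 in *pen2* and 0.70 ± 0.49 in *pen2 bak1–5*, a change of −1.76 (SE 0.45, ratio 0.296, adjusted p = 0.0373). *AED1* (AT5G10760) had 2.204 ± 0.710 and 0.588 ± 0.558, a change of −1.62 (SE 0.39, ratio 0.326, adjusted p = 0.0323). *RLP23* (AT2G32680) had −1.19 ± 0.72 and −2.68 ± 0.61, a change of −1.49 (SE 0.41, ratio 0.356, adjusted p = 0.0469). The genotypes did not overlap for *GLIP1* and *RLP23* (exact permutation test, p = 0.0286 each), and 1 or more arrays overlapped for *BGL2*/*PR2* and *AED1* (p = 0.0571 each). The changes of these last genes and of *RLP23* were more than the SD of either genotype, but their calls depended on the processing and on single arrays. With the shift by reference genes, the adjusted p was 0.0694 for *RLP23* and 0.0543 for *BGL2*/*PR2*, and with the percentile over probes well above background on all arrays it was 0.0538 for *RLP23*. Without the filter on dim probes it was 0.105 for *RLP23*, 0.0902 for *BGL2*/*PR2* and 0.0816 for *AED1*, and with each gene's own variance in place of the moderated variance of eBayes, 0.102, 0.0858 and 0.0772. The ratio of *RLP23* was 0.425 without *pen2* replicate 3 and 0.426 without *pen2 bak1–5* replicate 2, and with normexp it changed by −1.31, all short of the ratio threshold. The adjusted p of *AED1* was between 0.0546 and 0.0806 without *pen2* replicate 1, 3 or 4 or *pen2 bak1–5* replicate 1, 2 or 3. That of *BGL2*/*PR2* was between 0.0506 and 0.0912, and that of *RLP23* between 0.0599 and 0.110, without any array other than *pen2* replicate 2. Without *pen2* replicate 2, which had the lowest *pen2* signal of each, the adjusted p was 0.0167 for *AED1*, 0.0101 for *BGL2*/*PR2* and 0.0262 for *RLP23*. Another probe of *AED1* changed by −1.64 and another probe of *RLP23* by −1.75 on the log2 scale, while *GLIP1* and *BGL2*/*PR2* were measured by 1 probe each.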

Notably, the *glip1* plants were reported to be more susceptible to *Ab* than the WT plant^33^. Subsequently, we performed reverse transcription quantitative polymerase chain reaction (RT–qPCR) analyses to investigate the expression levels of these four genes (*AED1*, *BGL2*/*PR2*, *GLIP1*, and *RLP23*) at 4, 12, 24, and 48 hpi in *pen2* and *pen2 bak1–5* plants inoculated with *Ab* (Fig. 6). As a control, we also investigated gene expression in the mock-treated plants. We confirmed that these four genes exhibited lower expression in the *pen2 bak1–5* than in the *pen2* mutant at 24 hpi, consistent with the array data. Furthermore, the RT–qPCR analysis revealed that the expression of *AED1*, *BGL2*/*PR2*, *GLIP1*, and *RLP23* was lower at 4 hpi than at 12, 24, and 48 hpi (Fig. 6). Together with our finding that *Ab* did not invade at 4 hpi, but started to invade at 12 hpi (Fig. 2B), our results indicate that these genes are induced upon *Ab* invasion to function in postinvasive resistance. Such induced expression was continuously suppressed in the *pen2 bak1–5* plants (Fig. 6), further suggesting that this invasion-triggered expression depends on putative PRRs with function impaired in the *bak1–5* mutant. It is also noteworthy that the invasion-triggered expressions of *AED1*, *BGL2*/*PR2*, *GLIP1*, and *RLP23* were time-dependent, i.e., induced expression started to be down-regulated at 12 hpi (*RLP23*) or 24 hpi (*AED1*, *BGL2*/*PR2*, *GLIP1*) (Fig. 6), which is in contrast to the invasion-triggered expressions of *PAD3* and *CYP71A12*, which exhibited sustained elevations for up to 48 hpi (Figs. 2A, 5A).

**Figure 6:**
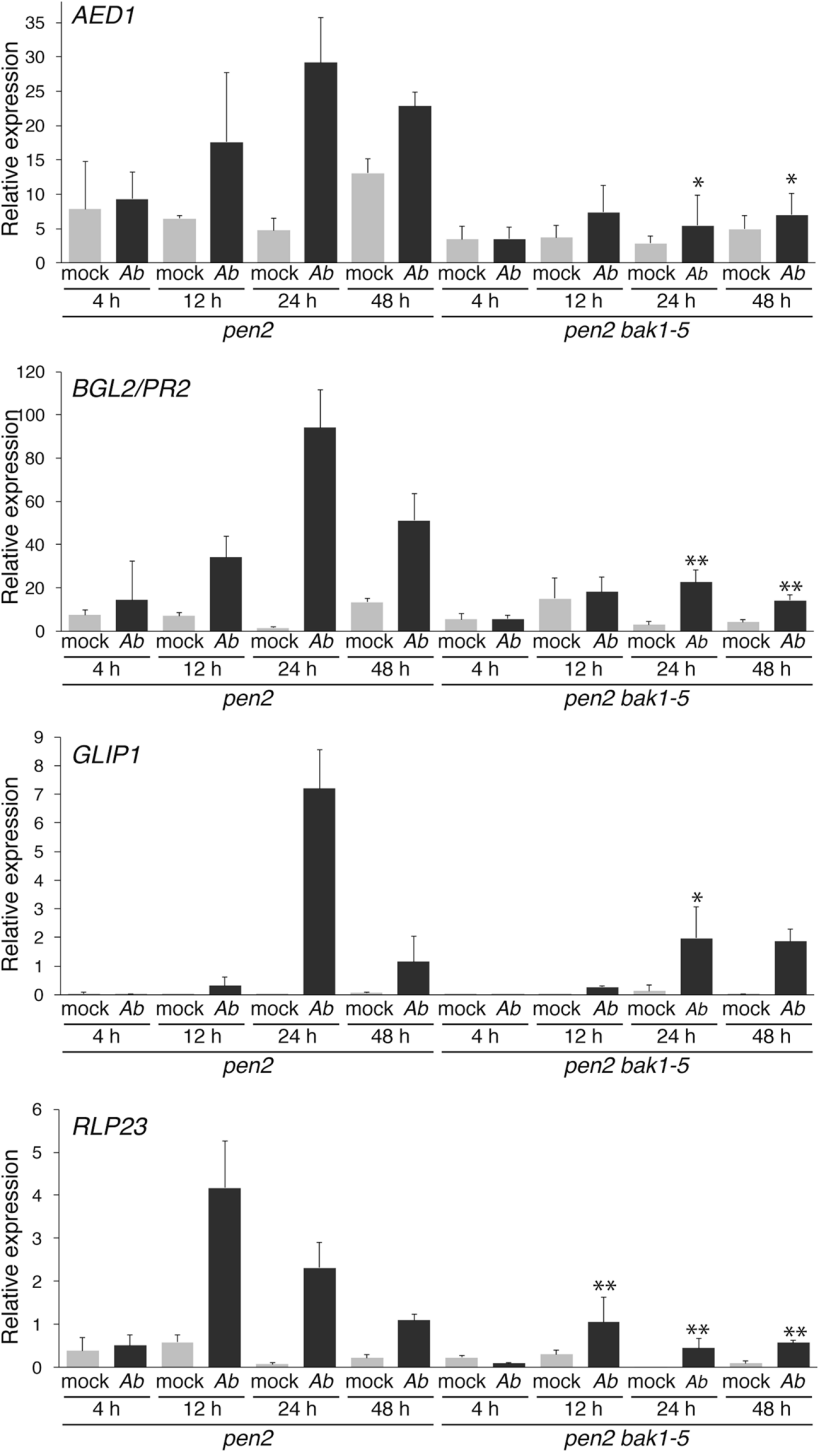
The *Ab* invasion-triggered expression levels of *AED1*, *BGL2/PR2*, *GLIP1*, and *RLP23* were reduced by the *bak1–5* mutation. Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto 4–5-week-old *pen2* and *pen2 bak1–5* plants, and then kept at 100% humidity. The samples were collected at 4, 12, 24, and 48 hpi. Each gene transcript was quantified by RT–qPCR using the gene-specific primers listed in Supplementary Table S2. Values were normalized to the expression level of *UBC21*. The means and SDs were calculated from three independent experiments. The statistical analysis was conducted by a two-tailed *t* test. The expression levels of each gene between *pen2* and *pen2 bak1–5* were compared at the same time points and treatment (*P < 0.05; **P < 0.01).

## Discussion

We recently reported that CYP71A12 is indispensable for postinvasive resistance to the hemibiotrophic pathogen *Ctro* that is not adapted to *Arabidopsis*^15^. However, it remained obscure whether CYP71A12 is also involved in this invasion-triggered resistance of *Arabidopsis* against other fungal pathogens.

Here we found that the absence of functional CYP71A12 enhanced lesion development during colonization of *Arabidopsis* leaves with the necrotrophic pathogen *Ab*, indicating that this enzyme is required for the immune response of *Arabidopsis* against this fungus. *CYP71A12* was not induced at 4 hpi with *Ab* when the pathogen had not yet invaded, but it started to be induced upon *Ab* invasion (Fig. 2A). We also found that *CYP71A12* was dispensable for preinvasive resistance against *Ab* (Fig. 2C). Collectively, these results demonstrate that *CYP71A12* is required for postinvasive resistance against *Ab* as well as *Ctro*. Metabolic analyses showed that the enhanced accumulation of ICAs triggered by *Ab* invasion was reduced in the absence of functional CYP71A12. Thus, this enzyme is involved in the accumulation of ICAs following *Ab* invasion (Fig. 3B). Therefore, we consider that the CYP71A12-dependent synthesis of ICA and/or its derivatives upon *Ab* invasion is critical for postinvasive resistance to this fungus.

We also showed that CYP71A13 contributes to the postinvasive resistance against *Ab* via synthesis of camalexin, but not of ICAs (Fig. 3B). The result suggests the importance of camalexin for this second layer of defense, which is further supported by our phenotypic analyses of mutants defective in *PAD3* (Fig. 1 and Supplementary Fig. S2).

PEN2 is involved in preinvasive resistance against *Ctro*^6^, but we here revealed that it is dispensable for preinvasive resistance against *Ab* (Fig. 2C,D). Furthermore, PEN1 is known to be required for preinvasive resistance against nonadapted powdery mildews^36^, but dispensable for the *Colletotrichum* fungi and nonadapted *Alternaria alternata*^8,37^. It is also noteworthy that PEN2 is involved in preinvasive resistance against *A. alternata*, in contrast with *Ab*^37^. Thus, the molecular components that underlie preinvasive resistance vary between fungal pathogens, probably because pathogens have evolved various strategies for plant entry. By contrast, once these pathogens enter *Arabidopsis*, they commonly develop invasive structures inside the plants; thus, the hosts might deploy an universal defense systems to terminate further fungal growth.

We found that the *cyp79B2 cyp79B3* mutant is more susceptible to *Ab* than is the *pen2 cyp71A12 cyp71A13* mutant (Fig. 1 and Supplementary Fig. S1). Interestingly, this phenomenon is also observed in the infection by *Ctro* and *P*. *cucumerina*^15^. Metabolite analyses of plants upon *Ab* invasion revealed that camalexin accumulation in the *pen2 cyp71A12 cyp71A13* plants was almost the same as that in the *cyp79B2 cyp79B3* plants (Fig. 3B). Importantly, the *pen2 cyp71A1 cyp71A13* plants reduced their accumulation of ICAs, but still produced them to some degree, whereas the *cyp79B2 cyp79B3* plants were entirely defective in this regard (Fig. 3B, Supplementary Fig. S4). Consistent with this finding, several independent metabolic branches are supposed to contribute to endogenous ICAs levels, including contribution of Arabidopsis aldehyde oxidase 1 and CYP71B6^15,38,39^.

We also compared the phenotype of *pen2 cyp71A12 cyp71A13* mutants with that of *myb34 myb51 myb122 cyp71A12 cyp71A13* following *Ab* invasion and found no detectable differences in either mutants in terms of postinvasive resistance against *Ab*, indicating that the difference between *pen2 cyp71A12 cyp71A13* and *cyp79B2 cyp79B3* mutants is not caused by PEN2-unrelated IG metabolism products (Supplementary Figs. S5, S6). Collectively, these findings suggest that the lower susceptibility in the former mutants is caused by residual ICAs, i.e., ICAs contribute to postinvasive resistance in a dose-dependent manner. This supports the idea that ICAs or their derivatives work as antifungal compounds as opposed to functioning as signaling molecules for plant immune responses. However, we cannot exclude a possibility that accumulation of so far not-reported IAOx-derivatives whose biosynthesis is not dependent on CYP71A12 and CYP71A13 contribute to the difference observed in susceptibility of *pen2 cyp71A12 cyp71A13* and *cyp79B2 cyp79B3* plants.

We also investigated how *Arabidopsis* recognizes the invasion of fungal pathogens and then mounts its postinvasive resistance. We found that the two *bak1* mutations, especially the *bak1–5* mutation, reduce postinvasive resistance against *Ab* (Fig. 4). The finding that the negative effects of *bak1-5* on the postinvasive resistance towards *Ab* was higher than that of *bak1-4* is likely consistent with the previous works^25^.

Surprisingly, we found that the *bak1–5* mutation did not hamper the invasion-triggered expressions of *PAD3* and *CYP71A12* and the subsequent accumulation of ICAs and camalexin (Fig. 5). Thus, we postulate existence of another defense mechanism that is affected by the *bak1–5* mutation and required for postinvasive resistance against *Ab* (Fig. 7). Our further analyses revealed that this pathogen activates the expression of distinct defense-related genes, including *AED1*, *BGL2/PR2*, *GLIP1*, and *RLP23* (Supplementary Table S1 and Fig. 6). Notably, expressions of these genes were induced following *Ab* invasion, and these were canceled in *bak1–5* mutants (Fig. 6). Therefore, we suggest that *Arabidopsis* deploys a PRR system to sense the invasion of *Ab* and subsequently activate antifungal defense pathways that are uncoupled from the Trp-metabolism (Fig. 7).

**Figure 7:**
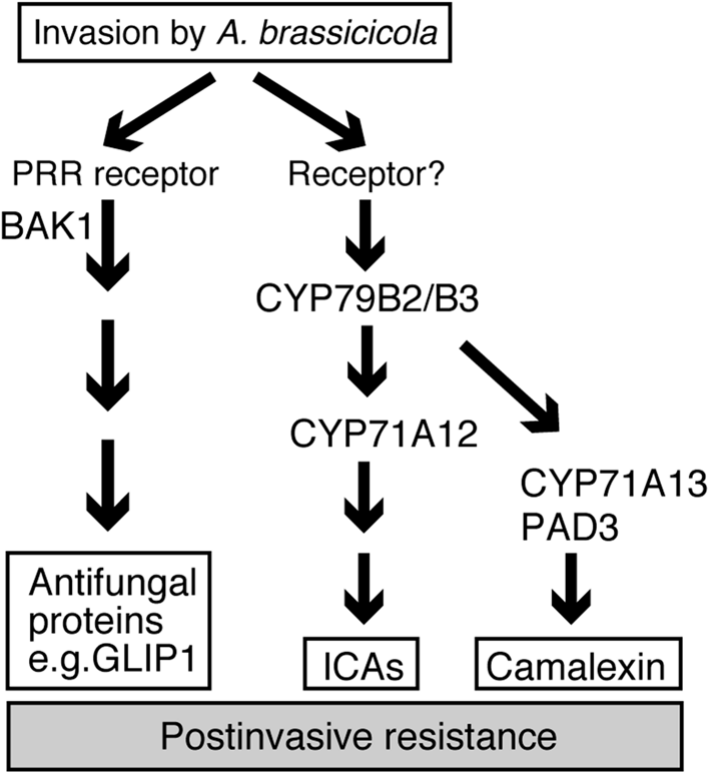
Summarized model for *Arabidopsis* postinvasive resistance against *Ab*. The CYP71A12-dependent production of ICAs is required for postinvasive resistance against *A. brassicicola*. The CYP71A13- and PAD3-dependent production of camalexin is also required for postinvasive resistance against *Ab*. The *bak1* mutations (especially *bak1-5*) reduced the postinvasive resistance, however, invasion-triggered activation of these Trp-related pathways is not canceled by *bak1-5*. The *bak1-5* sensitive pathway control the expression of antifungal protein genes (e.g. *GLIP1*).

Notably, it has been reported that the *glip1* mutant plants exhibit enhanced susceptibility to *Ab*^33^. The recombinant GLIP1 protein exhibits antimicrobial activity that disrupts the *Ab* spores and hyphae^33^ and triggers systemic acquired resistance against bacterial pathogens (e.g., *Erwinia carotovora* and *Pseudomonas syringae*) as well as *Ab*^34^. Thus, the enhanced susceptibility of *Arabidopsis* to *Ab* in the presence of *bak1–5* might be partially caused by the reduced expression of *GLIP1*.

It remains unclear how *Arabidopsis* plant recognizes pathogen invasion and then activates Trp-related metabolite accumulation as key immune responses in postinvasive resistance. Because *PAD3* and *CYP71A12* were commonly induced by the invasion of diverse fungal pathogens such as *Ab* and *Ctro*, we suggest that *Arabidopsis* probably recognizes the cell damage that is commonly caused by pathogen invasion and then activates Trp-related metabolism. Further studies are needed to explore a recognition mechanism of pathogen invasion that activates these secondary metabolic pathways for antifungal defense.

## Materials and methods

### Fungal materials

*C*. *tropicale* (*Ctro*) (formerly *Colletotrichum gleosporioides* S9275) was provided by Shigenobu Yoshida (National Institute for Agro-Environmental Sciences, Japan); and *A*. *brassicicola* (*Ab*) strain Ryo-1 was provided by Akira Tohyama. Cultures of *Ab* were maintained on 3.9% (w/v) potato dextrose agar medium (PDA; Nissui Pharmaceutical Co., Ltd., Tokyo, Japan) at 24 °C in the dark. *Ctro* was cultured on 2.5% (w/v) PDA (Difco, Detroit, MI, USA) at 24 °C under a cycle of 16 h black light (FS20S/BLB 20 W; Toshiba, Tokyo, Japan) illumination and 8 h dark.

### *Arabidopsis* lines and growth conditions

The *A*. *thaliana* accession Col-0 was used as the WT plant. The mutants *pen2-1*, *pen2-2*^2^, *pad3-1*^40^, *cyp71A12*, *cyp71A12* *cyp71A13*^41^, *cyp82C2*^14^, *bak1–4*^19^, *bak1–5*^25^, *cyp79B2 cyp79B3*^11^, *pen2 pad3*^10^, *pen2 cyp82C2*^15^, *pen2 cyp71A12*^15^, *pen2 cyp71A12 cyp71A13*^15^, *cyp71A12 cyp71A13 myb34 myb51 myb122*^15^, *pen2 bak1–4*^30^ and *pen2 bak1–5* (generated in this study) were used in this study. *Arabidopsis* seeds were sown on rockwool (Grodan; http://www.grodan.com) and kept at 4 °C in the dark for 2 days, and later grown at 25 °C with a cycle of 16 h light and 8 h dark in Hoagland medium.

### Pathogen inoculation, lesion development analysis and trypan blue viability staining assay

For spray inoculation assays of *Ab*, 5 × 10^5^ conidia/mL of conidial suspension was spray-inoculated on 4–5-week-old plants. For drop-inoculation, 5 μL of conidial suspensions of *Ab* (1 × 10^5^ conidia/mL) were placed onto each leaf. The inoculated plants were kept at 25 °C with a cycle of 16 h light and 8 h dark and maintained at 100% relative humidity. For analysis of lesion development following the inoculation of *Ab*, four drops of 5 μL conidial suspension of each pathogen were drop-inoculated on each leaf, and 24–50 lesions were evaluated in each experiment. The developed lesions were quantified using ImageJ image analysis software (http://imagej.net) and relative values to WT (Col-0) plants were calculated. To measure lesion areas, yellowish areas were included as lesions. Trypan blue staining was conducted according to the method previously described^42^. For the trypan blue assay, at least 50 lesions were investigated in each experiment. The *Ab* invasion ratio (%) was calculated by using the following formula: *Ab* invasion ratio (%) = (number of germinating conidia that developed invasive hyphae / number of germinating conidia) × 100.

### Generation of mutant plants

The generation of *pen2 bak1–5* line used in this study was generated by crossing the *pen2–1* mutant with *bak1–5* plants. The genotype was checked with the corresponding specific primers for the derived cleaved-amplified polymorphic sequence (dCAPS) markers using dCAPS Finder 2.0 (http://helix.wustl.edu/dcaps/dcaps.html), and the PCR products (WT or mutant types) were cleaved with appropriate restriction enzymes (Supplementary Table S2).

### RT–qPCR analysis

Seven *Arabidopsis* leaves inoculated with *Ab* (5 × 10^5^ conidia/mL) were collected from each of seven different plants of either WT Col-0 or mutant plants at corresponding time points. Total RNA was extracted using PureLink (TRIzol plus RNA purification kits, Life Technologies/Thermo Fisher Scientific, Waltham, MA, USA) and treated with DNase (RQ1 RNase-free DNase; Promega, Madison, WI, USA; http://www.promega.com) to remove DNA contamination. Takara Prime Script RT kits (Takara Bio Inc., Shiga, Japan; http://www.takara-bio.com) was used for the cDNA synthesis. Takara TB Green Premix Ex Taq I was used for RT–qPCR, performed using the primers listed in Supplementary Table S2. Arabidopsis *UBC21* (At5g25760) was used as an internal control for normalizing the level of cDNA^43^. RT–qPCR analysis was performed using a Thermal Cycler Dice Real Time System TP800 (Takara). The expression levels of genes of interest were normalized relative to those of *UBC21*.

### Metabolite analysis

Conidial suspensions (5 × 10^5^ conidia/mL) of *Ab* were spray-inoculated onto 4–5-week-old plants and kept at 100% relative humidity. Leaf samples (100–200 mg fresh weight) were collected at corresponding time points and frozen immediately in liquid nitrogen. The plant extracts containing Trp derivatives were extracted using DMSO and metabolite analyses were performed as described^4,15^.

### Microarray analysis

*Ab* conidial suspensions (5 × 10^5^ conidia/mL) were spray-inoculated onto 4–5-week-old plants of the *pen2* and *pen2 bak1–5* mutants. For each sample, five leaves were collected at 24 hpi and frozen immediately in liquid nitrogen. In total, eight samples (four biological replicates each of the mock and *Ab*-treated samples) were used for RNA extraction. Total RNA was extracted using Plant RNA Isolation Mini kits (Agilent Technologies., Santa Clara, CA, USA). Aliquots of 200 ng of total RNA were used to prepare Cy3-labeled cRNA using Agilent Low Input Quick Amp labeling kits. The labeled samples were hybridized onto an Agilent *Arabidopsis thaliana* microarray (ver. 4.0; 4 × 44 K format). After hybridization and washing, the arrays were scanned using an Agilent microarray scanner (G2565BA). The images were analyzed using Agilent Feature Extraction software (ver. 10.7.3.1), and further analysis was performed using Agilent GeneSpring GX12.1 software. Signal normalization was based on the expression ratio of *pen2 bak1–5* to *pen2*. 

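The processed values that the authors deposited for the whole series were set against the scanner signals. They are log2 signals shifted by each array's 75th percentile and then centred on the median of the 8 arrays for each probe. The same steps on the scanner signals gave values that correlated with the authors' with r of at least 0.9999 on every array. The median difference was at most 0.0041 on the log2 scale, and at least 99.94% of 43603 probes lay within 0.01. The medians of the deposited columns were −0.07, −0.05, −0.05 and 0.01 for *pen2* replicates 1 to 4 and 0.07, 0.03, 0.08 and −0.04 for *pen2 bak1–5* replicates 1 to 4. Since the centring takes the same value from all 8 arrays, it leaves each difference between the genotypes as it was. With these values in place of the scanner signals, 396 genes and transcripts were called, all of them among the 398 called from the scanner files.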

Differentially upregulated genes were defined as having a greater than 2.5-fold increase in expression, and differentially downregulated genes were defined as having at least a 0.4-fold decrease in expression. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) database GSE 124921.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Tryptophan-derived metabolites and BAK1 separately contribute to Arabidopsis postinvasive immunity against Alternaria brassicicola
**Source:** Sci Rep. 2021 Jan 15;11:1488. doi: 10.1038/s41598-020-79562-x
**Supplement:** Supplementary file 1 — Supplementary Information.

## Supplemental information

### **Tryptophan-derived metabolites and BRASSINOSTEROID INSENSITIVE 1-ASSOCIATED RECEPTOR KINASE 1 separately contribute to *Arabidopsis* postinvasive immunity against *Alternaria brassicicola***

Ayumi Kosaka<sup>1</sup>, Marta Pastorczyk<sup>2</sup>, Mariola Piślewska-Bednarek<sup>2</sup>, Takumi Nishiuchi<sup>3</sup>, Erika Ono<sup>1</sup>, Haruka Suemoto<sup>1</sup>, Atsushi Ishikawa<sup>4</sup>, Henning Frerigmann<sup>5</sup>, Masanori Kaido<sup>1</sup>, Kazuyuki Mise<sup>1</sup>, Paweł Bednarek<sup>2</sup>, and Yoshitaka Takano<sup>1,\*</sup>

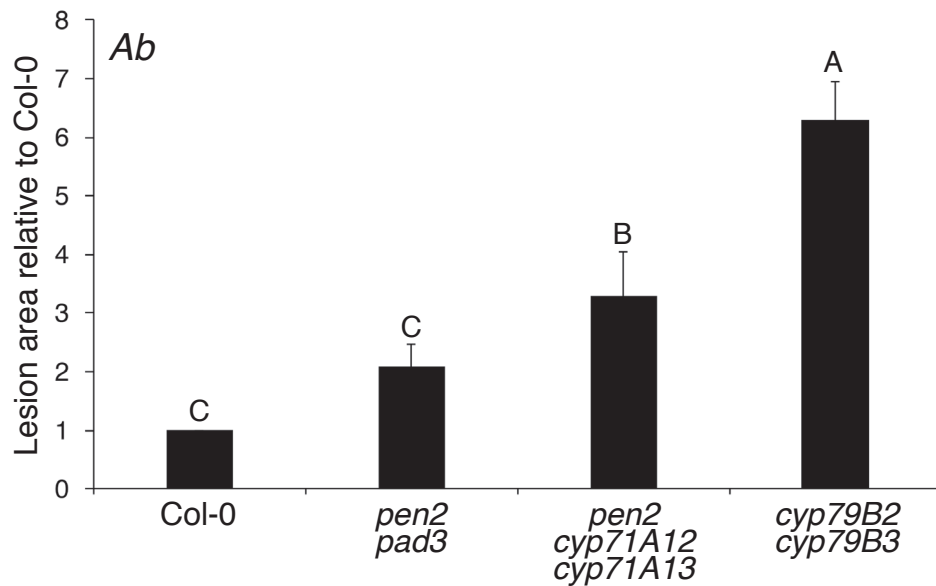

**Supplementary Fig. S1.** The *cyp79B2 cyp79B3* mutant was more susceptible to *Ab* than was the *pen2 cyp71A12 cyp71A13* mutant. Quantification of lesion development in the *Ab*-inoculated leaves of the tested Arabidopsis lines at an early time point (3 dpi). Conidial suspensions of *Ab* ( $1 \times 10^5$  conidia/mL) were drop-inoculated onto true leaves of 4–5-week-old plants. At 3 dpi, lesion areas were measured, and then the relative values to those in Col-0 (WT plants) were calculated. The means and SDs were derived from three independent experiments. The statistical significance of differences between means was determined by Tukey's honestly significant difference (HSD) test. Means not sharing the same letter are significantly different ( $P < 0.05$ ).

**A**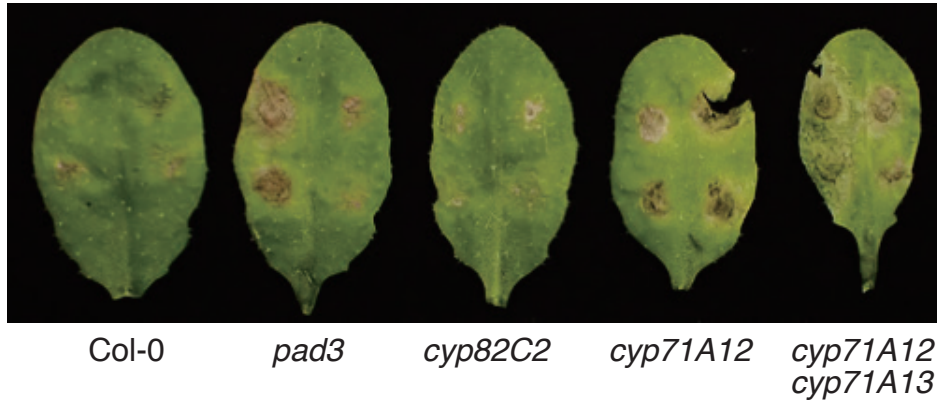**B**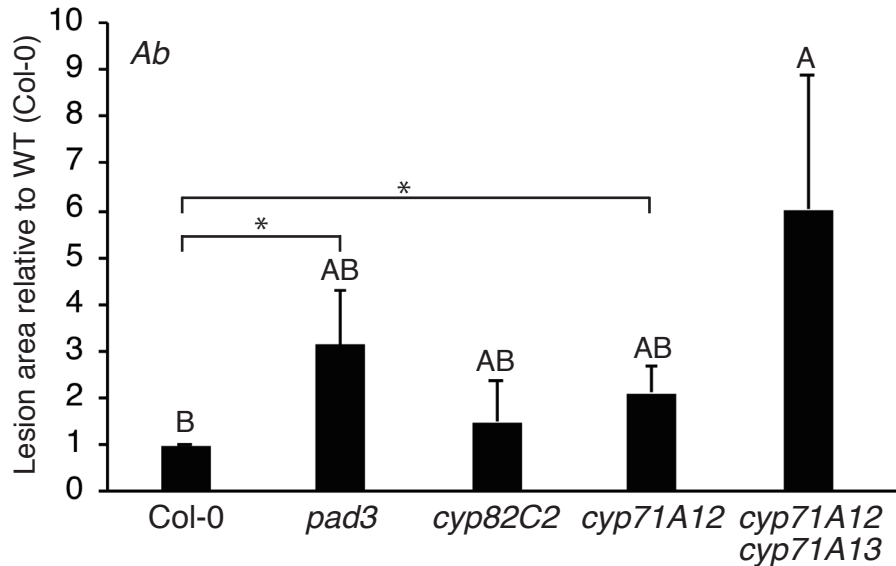

**Supplementary Fig. S2. (A)** Lesion development caused by *Ab* on *Arabidopsis* mutant plants. Conidial suspensions ( $1 \times 10^5$  conidia/mL) of *Ab* were drop-inoculated onto the tested mutant lines. This photograph was taken at 3 dpi. **(B)** Quantification of lesion development. Conidial suspensions of *Ab* were drop-inoculated onto tested plants. At 3 dpi, lesion areas were measured and the relative values to Col-0 (WT plants) were calculated. Means and standard deviations (SDs) were calculated from three independent experiments. The statistical significance of differences between means was determined by Tukey's honestly significant difference (HSD) test. Means not sharing the same letter are significantly different ( $P < 0.05$ ). In *pad3*, *cyp82C2* and *cyp71A12* mutants, one-tailed Student's *t*-test was also performed to compare with Col-0 (WT), and asterisks indicate the significant differences ( $*P < 0.05$ ).

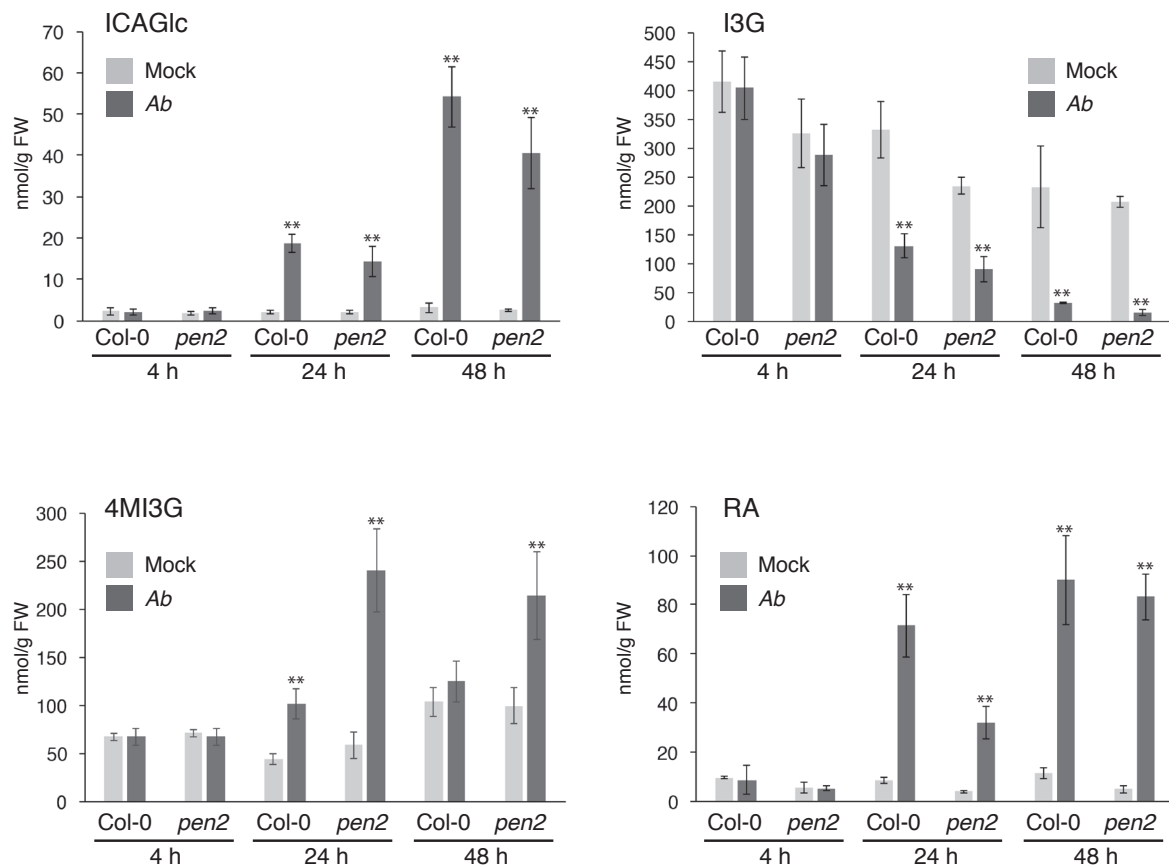

**Supplementary Fig. S3.** The analysis of ICAGlc, I3G, 4MI3G, and RA accumulation in WT (Col-0 plants) and the *pen2* mutant inoculated with *Ab*. Conidial suspensions ( $5 \times 10^5$  conidia/mL) of *Ab* were spray-inoculated onto WT and *pen2* plants. As a control, water was sprayed as a mock treatment. The samples were collected at 4, 24, and 48 hpi. The accumulation of indole-3-carboxylic acid glucose ester (ICAGlc), indole-3-ylmethylglucosinolate (I3G), 4-methoxyindol-3-ylmethylglucosinolate (4MI3G), and raphanusamic acid (RA) were determined. The means of metabolites (nmol/g FW) and SDs from four biological independent samples are shown in the graph. The statistical analysis between mock- and *Ab*-treated samples at each time point was conducted using two-tailed Student's *t* tests (\*\* $P < 0.01$ ).

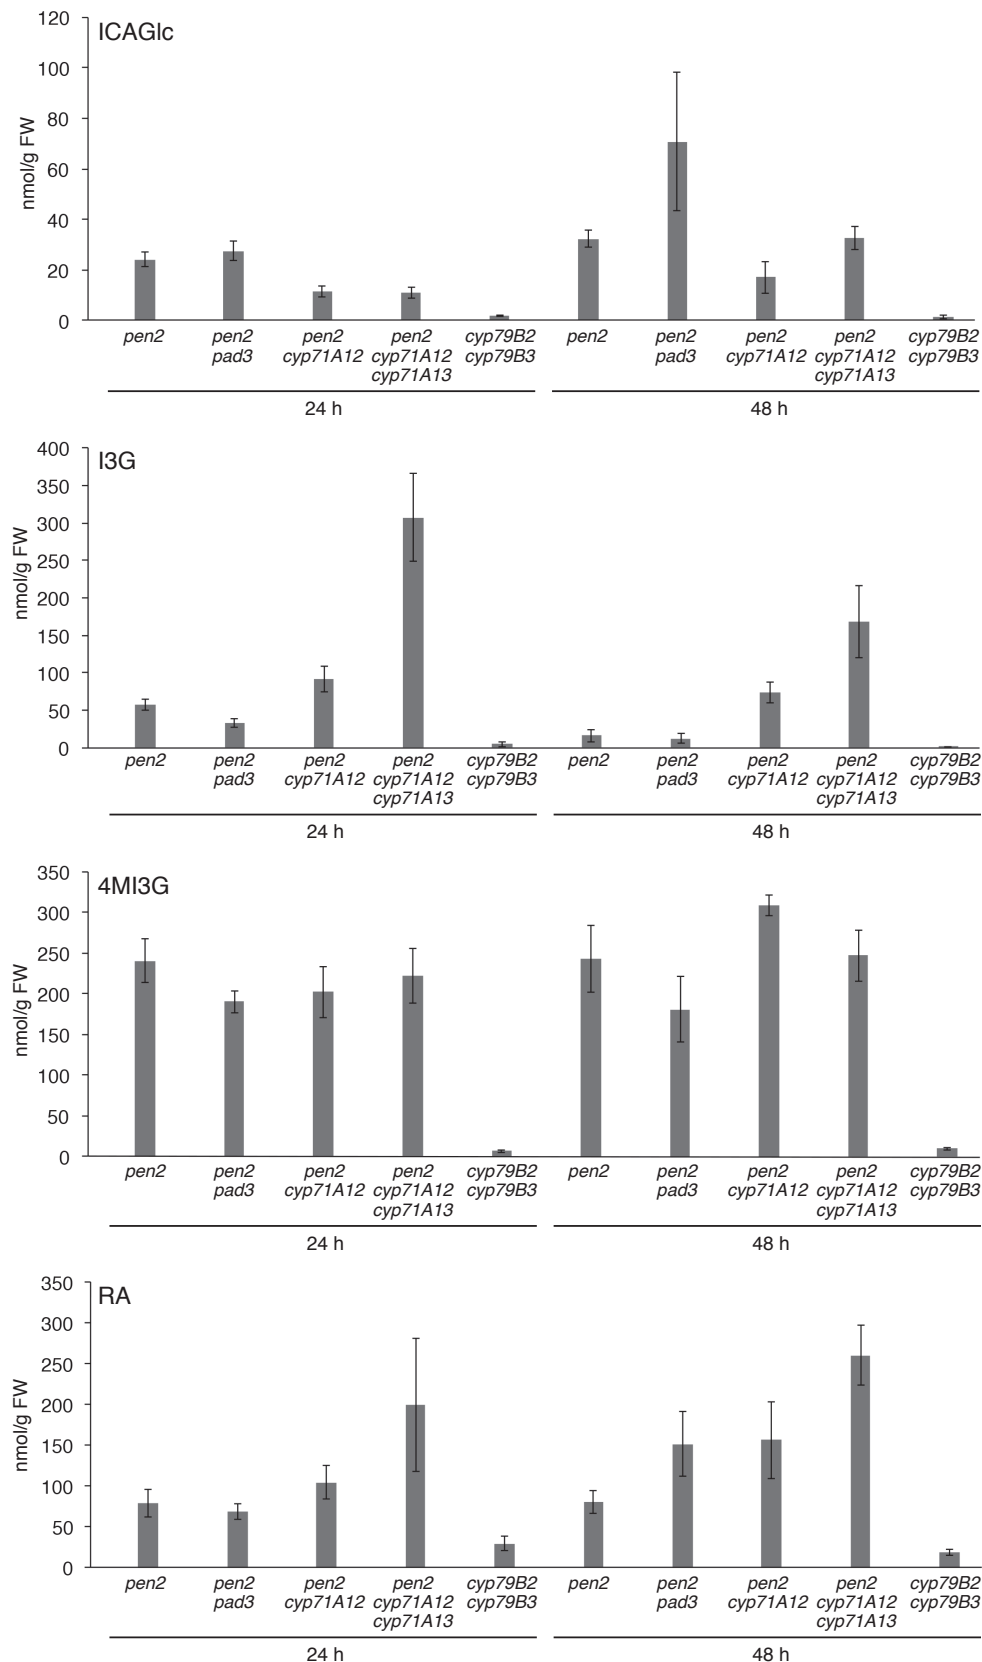

**Supplementary Fig. S4.** The analysis of ICAGlc, I3G, 4MI3G, and RA accumulation in a series of mutants defective in Trp metabolism. Conidial suspensions ( $5 \times 10^5$  conidia/mL) of *Ab* were spray-inoculated onto the tested mutant plants. The samples were collected at 24 and 48 hpi. The accumulations of ICAGlc, I3G, 4MI3G, and RA were determined. The means of metabolites (in nmol/g FW) and SDs from four biological independent samples are shown in the graph.

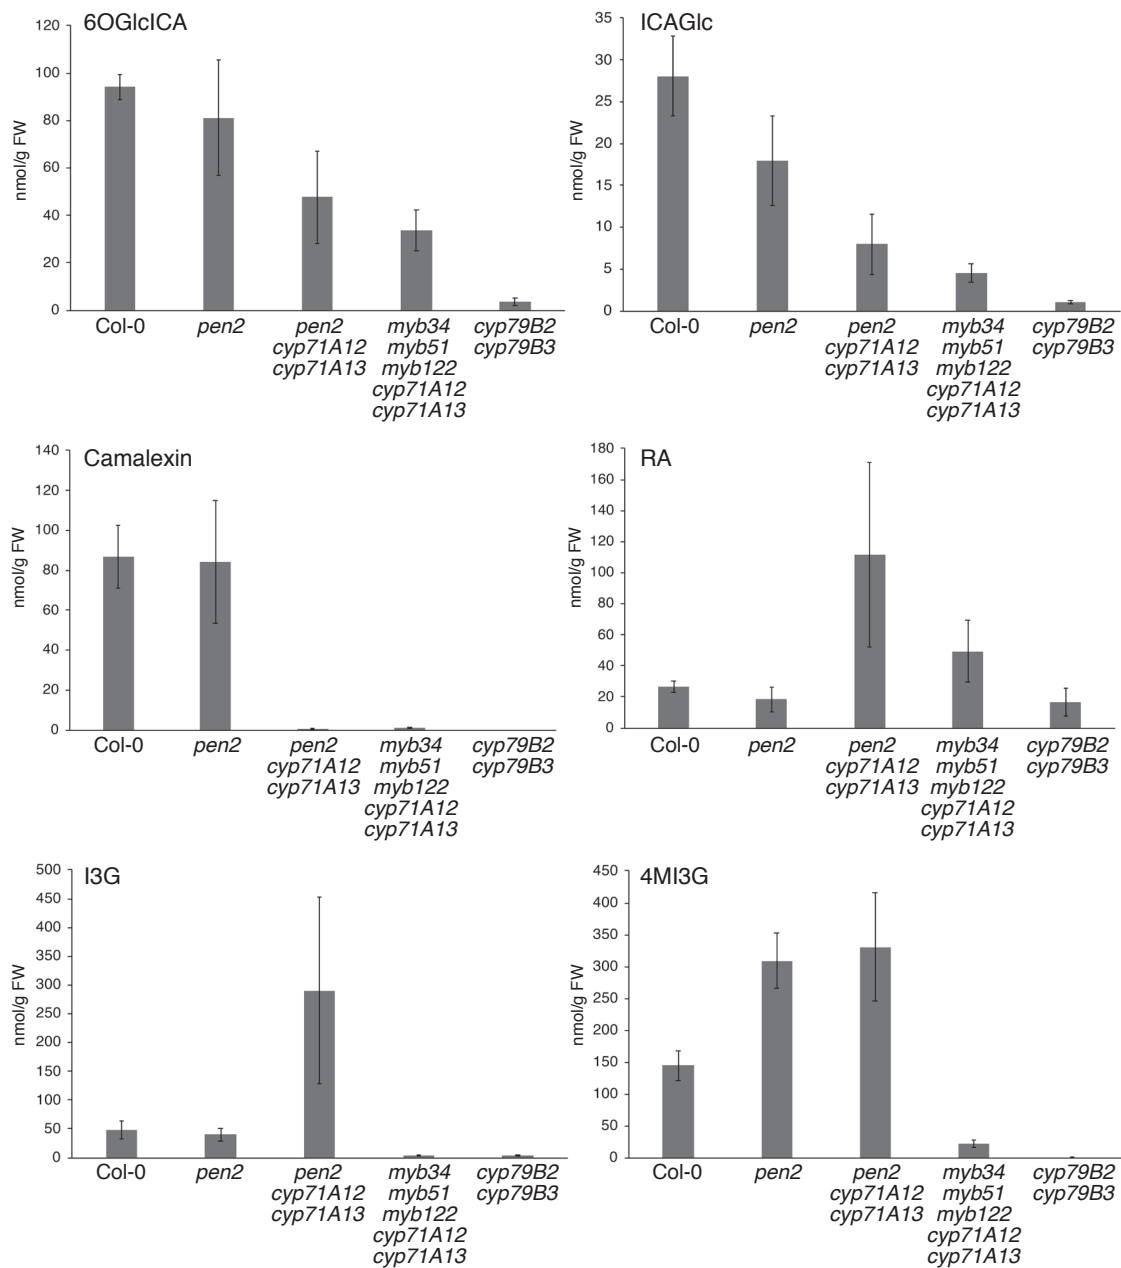

**Supplementary Fig. S5.** The analysis of Trp-derived metabolite accumulation in the *myb34 myb51 myb122 cyp71A12 cyp71A13* plants upon *Ab* inoculation. Conidial suspensions ( $5 \times 10^5$  conidia/mL) of *Ab* were spray-inoculated onto the tested mutant plants. The samples were collected at 24 hpi. The means of metabolites (in nmol/g FW) and SDs from four biological independent samples are shown in the graph.

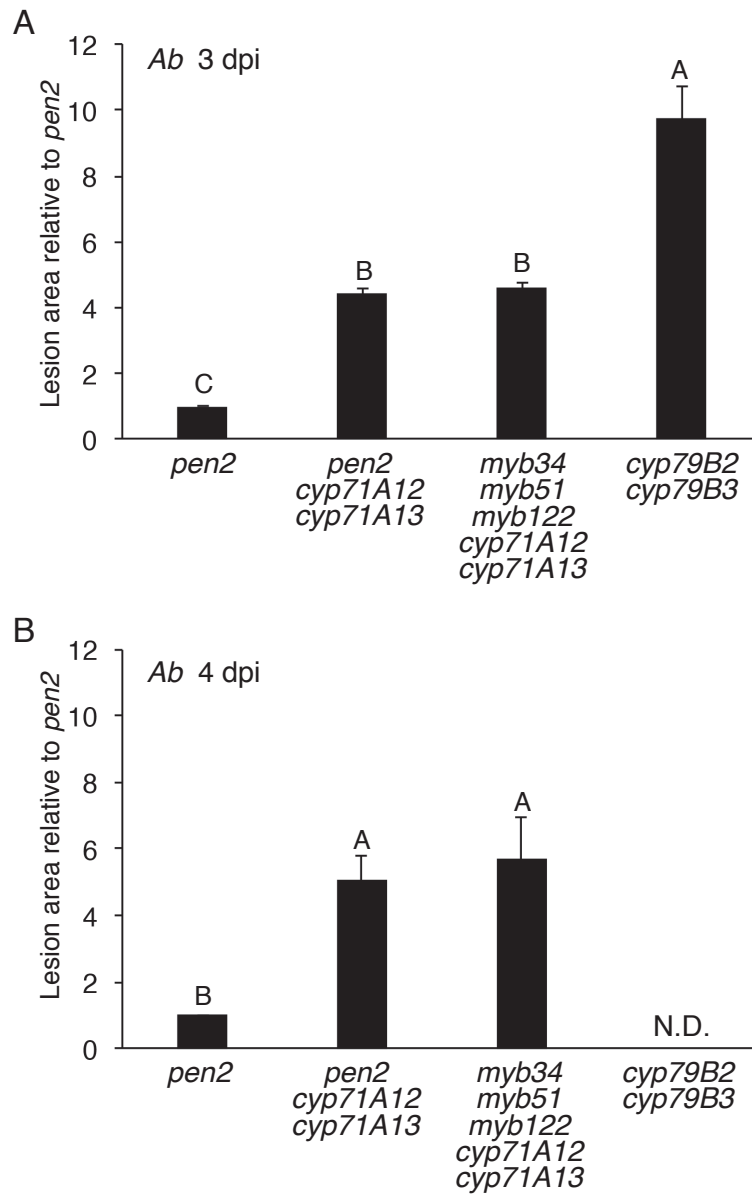

**Supplementary Fig. S6.** Higher susceptibility to *Ab* in *cyp79B2 cyp79B3* than in *pen2 cyp71A12 cyp71A13* mutants is not caused by the accumulation of PEN2-independent indole-glucosinolates. Conidial suspensions of *Ab* ( $1 \times 10^5$  conidia/mL) were drop-inoculated onto true leaves of 4–5-week-old plants. At 3 dpi (A) and 4 dpi (B), lesion areas were measured, and relative values to the *pen2* mutant were calculated. The means and SDs were derived from three independent experiments. The statistical significance of differences between means was determined by Tukey's honestly significant difference (HSD) test. Means not sharing the same letter are significantly different ( $P < 0.05$ ). ND; not determined.

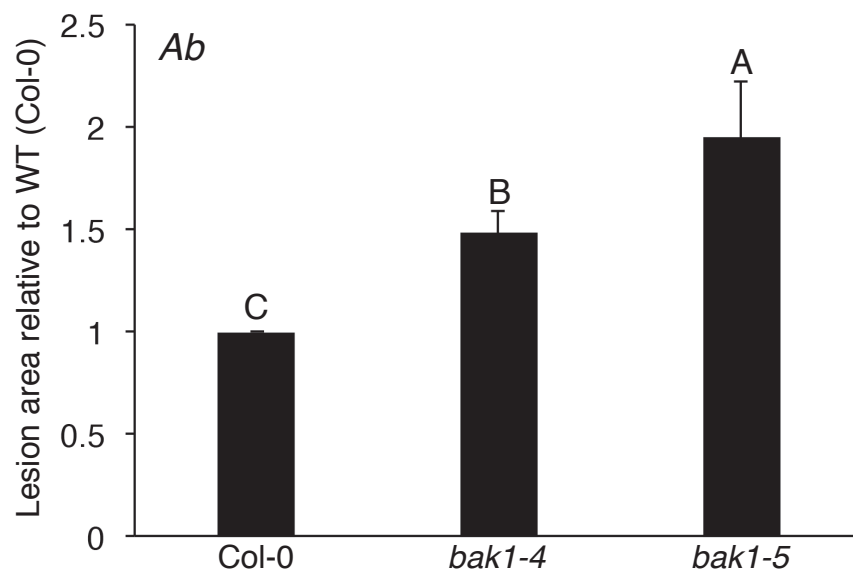

**Supplementary Fig. S7.** The *bak1* mutants showed enhanced susceptibility toward *Ab* compared with the WT plants (Col-0). Conidial suspensions of *Ab* ( $1 \times 10^5$  conidia/mL) were drop-inoculated onto the tested plants. At 4 dpi, lesion development relative to WT plants was determined. The means and SDs were derived from three independent experiments. The statistical significance between the means was determined by Tukey's honestly significant difference (HSD) test. Means not sharing the same letters are significantly different ( $P < 0.05$ ).

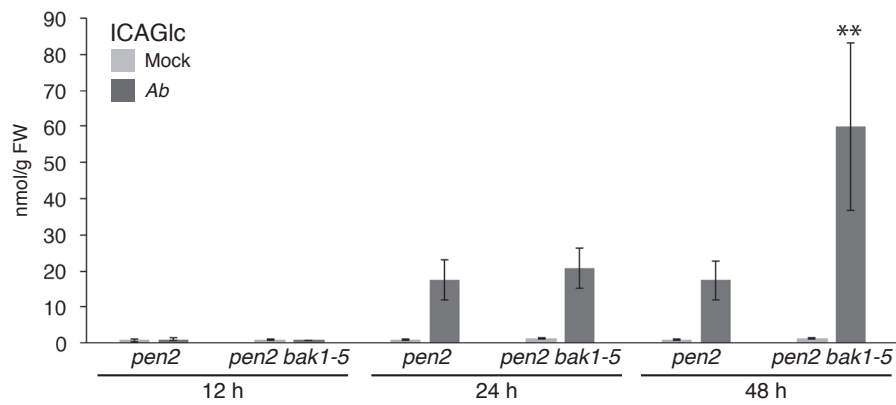

**Supplementary Fig. S8.** The analysis of ICAGlc accumulation in both *pen2* and *pen2 bak1-5* mutants. Conidial suspensions ( $5 \times 10^5$  conidia/mL) of *Ab* were spray-inoculated onto the tested plants. As a control, water was sprayed as a mock treatment. The samples were collected at 12, 24, and 48 hpi. The means of metabolites (nmol/g FW) and SDs from four biological independent samples are shown in the graph. Comparisons between *pen2* and *pen2 bak1-5* at each time point were conducted using two-tailed Student's *t* tests (\*\* $P < 0.01$ ).

**Supplementary Table S1.** List of differentially regulated *Arabidopsis* genes in *pen2 bak1-5* plants after *Ab* invasion at 24 hpi

| Locus                                | Description                                                                        | <i>pen2 bak1-5/pen2</i> <sup>a</sup> |
|--------------------------------------|------------------------------------------------------------------------------------|--------------------------------------|
| Down-regulated in <i>pen2 bak1-5</i> |                                                                                    |                                      |
| At5g52740                            | copper transport family protein                                                    | 0.20                                 |
| At4g04500                            | cysteine-rich receptor-like protein kinase 37 ( <i>CRK37</i> )                     | 0.21                                 |
| At2g26400                            | acireductone dioxygenase 3 ( <i>ARD3</i> )                                         | 0.21                                 |
| At4g23150                            | cysteine-rich receptor-like protein kinase 7 ( <i>CRK7</i> )                       | 0.29                                 |
| At3g57260                            | beta 1,3-glucanase 2 ( <i>BGL2</i> )                                               | 0.30                                 |
| At5g55450                            | bifunctional inhibitor/lipid-transfer protein/seed storage 2S albumin-like protein | 0.31                                 |
| At5g10760                            | aspartyl protease family protein ( <i>AED1</i> )                                   | 0.33                                 |
| At2g14580                            | pathogenesis-related protein 1 ( <i>PRB1</i> )                                     | 0.34                                 |
| At2g32680                            | receptor like protein 23 ( <i>RLP23</i> )                                          | 0.36                                 |
| At5g40990                            | GDSL lipase 1 ( <i>GLIP1</i> )                                                     | 0.37                                 |
| At3g28510                            | AAA-type ATPase family protein                                                     | 0.39                                 |
| Up-regulated in <i>pen2 bak1-5</i>   |                                                                                    |                                      |
| At1g29660                            | GDSL esterase/lipase                                                               | 25.80                                |
| At5g44420                            | ethylene- and jasmonate-responsive plant defensin ( <i>PDF1.2</i> )                | 4.39                                 |
| At1g79400                            | cation/H(+) antiporter 2 ( <i>CHX2</i> )                                           | 2.58                                 |

<sup>a</sup>Up-regulated genes were determined by a greater than 2.5-fold change of normalized signals in their expression ratio (*pen2 bak1-5* vs *pen2*).

Down-regulated genes were determined by a smaller than 0.4-fold change of normalized signals in their expression ratio (*pen2 bak1-5* vs *pen2*).

The values are the average ratios of four arrays.

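The ratios of the table are close to geometric means, that is, the mean log2 signal of the 4 *pen2 bak1–5* arrays minus that of the 4 *pen2* arrays, turned back into a ratio. Computed so from the scanner signals, 11 of the 14 ratios equalled the paper's after rounding to 2 decimals, and the largest difference was 1.87% of the paper's value. Computed so from the deposited series values, all 14 equalled the paper's after rounding to 2 decimals. Arithmetic means of the ratios of same-numbered arrays were above the paper's ratio for all 14 genes, by 0.528% to 142%. With arithmetic means, 12 of the 14 genes were past their threshold, and *PRB1* (ratio 0.403) and AT3G28510 (ratio 0.446) were not.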

**Supplementary Table S2.** List of primers used in this study

|                             |                                 |                                 |        |
|-----------------------------|---------------------------------|---------------------------------|--------|
| Primers used for RT-qPCR    |                                 |                                 |        |
| Gene name                   | Forward primer sequence (5'-3') | Reverse primer sequence (5'-3') |        |
| <i>CYP71A12</i> (AT2G30750) | CATTCCTAAGCCTTCGGTAC            | CTTGGAGTTTCTTCATAACA            |        |
| <i>CYP82C2</i> (AT4G31970)  | CATTTGGTTCGGGAAGAAGA            | AGCCAGGGCTCTCAGTCATA            |        |
| <i>PAD3</i> (AT3G26830)     | TGCTCCCAAGACAGACAATG            | GTTTTGGATCACGACCCATC            |        |
| <i>UBC21</i> (AT5G25760)    | CTGCGACTCAGGGAATCTTCTAA         | TTGTGCCATTGAATTGAACCC           |        |
| <i>AED1</i> (AT5G10760)     | GCGTATACAGTATCGTTTACGGCG        | GGTAGTGAGAGTTTGCCAGGGCC         |        |
| <i>BGL2</i> (AT3G57260)     | TGGATCACCGAGAAGGCCAGGG          | GCCCACAAGTCTCTAAGGATTAG         |        |
| <i>GLIP1</i> (AT5G40990)    | GAGCTGATTTGGAGCGGACCTACC        | CGAGTGATATATATCGCTCGCG          |        |
| <i>RLP23</i> (AT2G32680)    | GGAGTGGCTTGTC AAGATAATTGG       | CCCAATTTTATCCTCATTGCCCCG        |        |
| Primers used for genotyping |                                 |                                 |        |
| Mutant name                 | Forward primer sequence (5'-3') | Reverse primer sequence (5'-3') | Enzyme |
| <i>pen2-1</i>               | TCAGGTAAATCAGTTCGAATCAAGAAC     | TGAGGAAACCTGTTGGAGAAAGGATC      | BamHI  |
| <i>bak1-5</i>               | AAGAGGGCTTGCGTATTACATGATCAGT    | GAGGCGAGCAAGATCAAAAG            | RsaI   |

---

**Supplementary Table S3.** List of *Arabidopsis thaliana* lines used in this study

---

| <i>Arabidopsis thaliana</i> lines           | Reference                         |
|---------------------------------------------|-----------------------------------|
| Col-0 (WT)                                  |                                   |
| <i>pen2-1</i>                               | Lipka <i>et al.</i> , 2005        |
| <i>pen2-2</i>                               | Lipka <i>et al.</i> , 2005        |
| <i>pad3-1</i>                               | Glazebrook and Ausubel, 1994      |
| <i>cyp71A12</i>                             | Müller <i>et al.</i> , 2015       |
| <i>cyp71A12</i>                             | Rajniak <i>et al.</i> , 2015      |
| <i>bak1-4</i>                               | Chinchilla <i>et al.</i> , 2004   |
| <i>bak1-5</i>                               | Schwessinger <i>et al.</i> , 2011 |
| <i>cerk1-2</i>                              | Miya <i>et al.</i> , 2007         |
| <i>cyp71A12 cyp71A13</i>                    | Müller <i>et al.</i> , 2015       |
| <i>cyp79B2 cyp79B3</i>                      | Zhao <i>et al.</i> , 2002         |
| <i>pen2 pad3</i>                            | Bednarek <i>et al.</i> , 2009     |
| <i>pen2 cyp82C2</i>                         | Pastorczyk <i>et al.</i> , 2019   |
| <i>pen2 cyp71A12</i>                        | Pastorczyk <i>et al.</i> , 2019   |
| <i>pen2 bak1-4</i>                          | Takahashi <i>et al.</i> , 2016    |
| <i>pen2 bak1-5</i>                          | In this study                     |
| <i>pen2 cyp71A12 cyp71A13</i>               | Pastorczyk <i>et al.</i> , 2019   |
| <i>cyp71A12 cyp71A13 myb34 myb51 myb122</i> | Pastorczyk <i>et al.</i> , 2019   |

---

How the deposited data were processed for this re-analysis (not part of the article)

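Leaf RNA of 8 *Arabidopsis thaliana* samples was measured on one-colour Agilent arrays, 4 samples of *pen2* and 4 of *pen2 bak1–5* plants, all inoculated with *Ab* and collected at 24 hpi according to the labels. Conditions and replicate numbers were taken from the labels and the paper, and all 8 samples were used.

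The authors deposited one scanner output per array, in which the processed signal is a linear intensity after background subtraction and spatial detrending by Agilent Feature Extraction, with a substitute value for spots not above background. The headers name version 11.0.1.1 and another scanner model than the methods. The median intensities of each spot and of its background were also taken from these deposited outputs. The authors also deposited a table of log2 values for the whole series, scaled to the 75th percentile of each array and centred on the median of the 8 arrays for each probe. The signs of these log2 values and of the scanner signals run the same way.

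From the processed signals, log2 values were shifted by each array's 75th percentile over the probes that are not controls, and spots marked as non-uniform or population outliers were left out (7, 17, 22 and 56 on the *pen2* arrays and 16, 19, 41 and 11 on the *pen2 bak1–5* arrays). No spot was saturated. Spots of one probe were averaged. Transcript accessions were named through a RefSeq table of the TAIR10.1 assembly, while the array design names TAIR10, so the table was used only for names and for the order of neighbouring genes, and no coordinates are given. Of 43603 probes, 29529 were well above background on all 4 arrays of at least 1 genotype, and 26726 on all 8 arrays. The kept probe with the highest mean stood for its locus, which gave 18369 loci and 3687 transcripts under the name in the files. Of these, 37 had 1 or more outlier spots and were left out of the tests of gene lists.

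The genotypes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all 22056 features. A gene is called where its adjusted p is below 0.05 and its ratio is above 2.5 or below 0.4, the paper's ratio thresholds. The methods name no test for the arrays. Single genes were also tested by exact two-sided permutation of the 4 and 4 arrays. Where no array of a genotype was well above background, the change is given as a bound, as described for AT5G52740. Lists of genes were tested with camera of limma at its preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, and the p-values were adjusted over the 9 lists. The lists were written before the data were examined, as were the tests, the choice of genes to name and the alternatives to the processing, apart from those said to be chosen later. They cover Trp metabolism (14 genes), indole glucosinolates (9), SA-responsive genes (23), ethylene and jasmonate defence (13), the MYC branch of jasmonate (13), PTI markers (16), brassinosteroid biosynthesis (6), photosynthesis (24) and reference genes (10). The genes named are those of Supplementary Tables S1 and S2, those the paper names that are in these lists, the 8 called genes with the largest increase and the 8 with the largest decrease among those whose genotypes do not overlap, and called members of the lists. The values of the 14 genes of Table S1 had been seen in the paper. A list of 18 trichome genes was added later and is described with its result. Neighbouring called genes were counted within 5 tested loci on either side against 10000 random draws, and regions of 200 tested loci on either side of *BAK1* and *PEN2* were compared by Fisher's exact test.

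The steps were tested on simulated data drawn with the means and the limma variances of the real arrays, in which 200 of 22019 features were changed by 2 on the log2 scale. Of these, 191 (95.5%) were called with no wrong sign, 1 unchanged feature was called, and the median change recovered was 1.98. The photosynthesis list was raised by 1 as well and was not counted as unchanged. The noise was drawn independently for each value, with no slide effect, so the simulation cannot say how many calls on the real arrays are false.

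Alternatives covered the normalization between arrays, the background correction, the deposited series values, the filter on dim probes, outlier spots, the choice of probe, the variance model, the test, the fold threshold, the replicate number as a block and leaving out each array. The slide was not used as a block, because each slide holds 1 genotype. Background correction of mean spot signals was not run, because the outputs hold median signals. A correction of the median signals (normexp, offset 50) was chosen in its place after the data were seen. The offset is added to every signal and shrinks the ratios of dim probes, so smaller changes of dim genes with normexp are partly built in. The annotation behind the paper's restriction to immune response genes was not used here. *BAK1* and *PEN2* carry point mutations in these lines, so their transcript levels do not check the labels. No probe was matched to *ACT2*, one of the reference genes, so it was not tested.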

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

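The tests by splits of the arrays for the genes called, by the regions around *BAK1* and *PEN2*, by mean signal and by the scaling were chosen after the result was seen, and the others in this part before.

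Outside Table S1, 337 loci were called between *pen2 bak1–5* and *pen2*, genes that the paper does not discuss one by one. The 8 arrays were split into 4 and 4 in 35 ways. As many called genes and transcripts as the 398, or more, were found in 1 of 35 splits, the real one. Any other split gave at most 1. A share of 1 in 35 is the smallest that these splits allow, and it argues against chance. The other splits mix the genotypes, which widens the spread within groups, so the gap in counts is partly built in. The same holds for the 511 past a ratio threshold, which 1 of 35 splits reached, the real one, while the other splits gave at most 182 with a median of 57. Defects of single spots are argued against by other probes of the same loci. Of 67 other kept probes of 53 called loci, 95.5% moved in the same direction and 80.6% were past the ratio threshold too, against 81.2% in the same direction for loci not called. Background linked to the *BAK1* and *PEN2* loci is argued against as the main cause, since 4.01% of called loci lay in the regions around them. In the *BAK1* region 1.25% of loci were called against 1.92% elsewhere (Fisher's exact test, p = 0.457), and in the *PEN2* region 2.25% against 1.89% (p = 0.576). A difference between the slides stays open. The 10 Agilent spike-in probes, which are not plant genes, were all higher on the *pen2 bak1–5* slide after normalization. Their median difference was 0.41 on the log2 scale (0.35 to 0.92). The shift uses the plant probes, so these spike-in values also depend on the plant signal of each array. The SD of the array means within a slide was 0.33 on the *pen2* slide and 0.34 on the *pen2 bak1–5* slide (exact permutation test of the array means, p = 0.0857). Slide and genotype cannot be told apart here, because each slide holds 1 genotype, and a difference in handling of the plants or the RNA of the genotypes is open in the same way. The genotype is the biological difference that the design names, and it stays among the open explanations.

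More genes were called higher than lower in *pen2 bak1–5*. A raised signal floor on that slide could make dim genes look higher there. Before normalization, the lowest signal of any spot was 4.08, 4.28 and 8.15 on *pen2 bak1–5* replicates 1 to 3. It was 2.54 on *pen2 bak1–5* replicate 4 and 2.09 to 3.22 on the *pen2* arrays. Of the called genes above the median of the mean signal over all 8 arrays, 41.4% were lower (24 of 58, 95% exact binomial interval 28.6 to 55.1% for counting error only), and of those below it 42.1% (143 of 340). The bright calls are too few to exclude an even split, so the floor stays open. With quantile normalization 57.7% of the calls were lower, which turns the majority. The shift by reference genes (39.8% lower), the percentile over probes well above background on all arrays (38.5%) and normexp on median signals (30.7%) kept it, and leaving out *pen2 bak1–5* replicate 4 turned it (52.2% lower). The direction of the majority is therefore not settled.

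Single arrays stood apart from the other 3 arrays of their genotype in 8 of 132 sets of 4 values, by the size of the gap to the nearest array against the whole range. Chance gives about 5% of sets, or 6.6, so the number itself is not unusual. Of the 8, 4 were in *pen2* replicate 1. That array had 73.3% of spots well above background, against 70.2 to 70.6% on the other *pen2* arrays. It was also high in *PAD3* (6.01, others 5.44 to 5.54), *CYP71A13* (5.76, others 4.74 to 4.87) and *CCD7* (−4.79, others −5.84 to −5.79), in log2 normalized signal. Without it, the change of *PAD3* was −0.32 in place of −0.44, that of *CYP71A13* −0.46 in place of −0.70, and that of *CCD7* −2.52 in place of −2.78, and none of the 3 changed its side of the threshold. *CYP82C2* was high in *pen2* replicate 2 (4.29, others 3.36 to 3.41), and without that array its change was −0.34 in place of −0.57. *EFR* was low in *pen2* replicate 3 (0.53, others 0.72 to 0.76), with −0.20 without it in place of −0.15. The transcript DR356110 was high in *pen2* replicate 3 (−3.72, others −5.76 to −5.63), with −2.80 without it in place of −3.29. For *CCD7* and DR356110, which were not well above background on any *pen2 bak1–5* array, these changes are measured means and no bounds. No biological explanation of these single values was tested, since the design gives none within a genotype.

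AT5G52740 was high in *pen2 bak1–5* replicate 3 (−7.52, others −8.60 to −8.50). It was not well above background on any *pen2 bak1–5* array, and the lowest signal of any spot was 8.15 on replicate 3 against 2.54 to 4.28 on the other *pen2 bak1–5* arrays. The value is below the level that can be read on that array, so a raised floor is a candidate explanation. That array does not make most of the calls, because 277 genes and transcripts were called without it.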

How the results depend on the processing

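The normexp correction was chosen after the data were seen, in place of a planned one that was not run, and all other alternatives were set before. The planned fit with the slide as a block was not run either, since each slide holds 1 genotype.

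The Trp-metabolism, indole glucosinolate and SA-responsive lists kept their direction and stayed past the threshold of camera in all 20 alternatives run for them. The ethylene and jasmonate defence, PTI and photosynthesis lists kept their direction in all 20. The 14 genes of Table S1 kept the direction of their change in every alternative run for each. The deposited series values, the outlier spots kept, the probe with the largest change, and eBayes with trend and robust left the direction and the side of the adjusted p threshold of all 53 named genes as they were. The arithmetic mean of 4 ratios, which has no test, kept their direction, but the ratios of *PRB1* (0.403) and AT3G28510 (0.446) were no longer below 0.4. For the results that did change, the cause was not tested unless given.

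Quantile normalization gave 395 called genes and transcripts, 331 of them shared with the 398, and 75 called loci had a called neighbour (permutation of the called loci along the chromosomes by random draws, p = 0.0338). The shift by reference genes gave 68 (permutation p = 0.0398), and medians or changes of 0.00024 for the reference genes, 0.0095 for *UBC21* and 0.0083 for *EDS1*, which are all turned in sign but near 0. The percentile over probes well above background on all arrays gave 81 (permutation p = 0.0273), 0.010 for the reference genes, 0.019 for *UBC21*, 0.0049 for *MYB34* and 0.018 for *EDS1*. With the 75th percentile over all probes the count of called loci with a called neighbour was 72 (permutation p = 0.13), so clustering along the chromosomes depends on the scaling.

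Normexp on median signals gave 176 calls, 122 higher and 54 lower, and 193 genes and transcripts past a ratio threshold, 136 higher and 57 lower. Of the genes of Table S1, 9 were past the ratio thresholds. The offset in normexp shrinks the ratios of dim probes, so these lower counts are partly built in. In the *PEN2* region 0.75% of loci were called, and the medians of the brassinosteroid and reference lists and the change of *MYB34* were 0.069, 0.049 and 0.027.

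With no filter on dim probes, 34291 features were tested and the median change of all was 0.13 on the log2 scale, against 0.01 with the filter. Of 2601 past a ratio threshold, 2338 were higher, while 109 were called lower and 5 genes of Table S1 were called. In the *BAK1* region 1% and in the *PEN2* region 0.75% of loci were called. The median of the ethylene and jasmonate defence list was 0.64 (camera, adjusted p = 0.0738), that of the photosynthesis list 0.32 (adjusted p = 0.0738) and that of the brassinosteroid list 0.15. With only probes well above background on all arrays, 340 were past a ratio threshold, 91 of them lower, and 79 were called lower. In the *PEN2* region 1% of loci were called, and the median of the brassinosteroid list was 0.15. This filter removes genes that fell out of the measurable range in one genotype, including 4 of Table S1. The signal over background limits the dim genes most.

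The brassinosteroid list, with a median of −0.04, had 0.012 with the mean of probes and 0.062 with the probe of largest change. With each gene's own variance in place of the moderated variance of eBayes, which is the two-sided test that the paper's legends name for other measurements and not for the arrays, 245 were called, 129 of them higher, and 6 genes of Table S1. With a 2-fold threshold, 726 were called, 429 higher and 297 lower, and 1005 were past the ratio, 620 higher and 385 lower. There 209 called loci had a called neighbour (permutation p = 0.0449). The wider threshold itself gives the larger counts.

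The arrays of the genotypes share replicate numbers. The deviations of same-numbered arrays from their genotype's mean correlated across genes with r of −0.0541, −0.36, −0.0296 and 0.0807, so the numbers do not pair the samples. With the replicate block 307 were called, 299 of them among the 398, and 9 genes of Table S1, with an adjusted p of 0.0519 for *CHX2*, 0.0686 for *PRB1* and 0.0921 for *PDF1.2*, and 53 called loci had a called neighbour (permutation p = 0.0213).

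Leaving out 1 array gave 277 to 424 calls and 144 to 280 called higher, with 145 without *pen2 bak1–5* replicate 3 and 144 without *pen2 bak1–5* replicate 4. Between 12 and 14 genes of Table S1 were past the ratio thresholds, with 12 without *pen2* replicate 3 or 4. Between 6 and 12 were called. The count was 6 without *pen2* replicate 1, *pen2* replicate 4 or *pen2 bak1–5* replicate 3, 7 without *pen2* replicate 3, *pen2 bak1–5* replicate 1 or *pen2 bak1–5* replicate 2, 12 without *pen2* replicate 2 and 10 without *pen2 bak1–5* replicate 4. Fewer arrays also lower the power of each fit. Between 38 and 80 called loci had a called neighbour (permutation p from 0.0046 to 0.529), with p = 0.0046 without *pen2* replicate 2, 0.0113 without *pen2* replicate 4 and 0.0138 without *pen2 bak1–5* replicate 4. List medians ranged from −0.12 to 0.26 for brassinosteroid, from 0.13 to 0.43 for photosynthesis, from −0.29 to −0.19 for PTI and from −0.26 to 0.0098 for the MYC branch. The photosynthesis list had an adjusted p of 0.0664 without *pen2* replicate 1 and 0.157 without *pen2 bak1–5* replicate 4, and the PTI list 0.0530 without *pen2* replicate 2. The change of *MYB34* ranged from −0.24 to 0.090, of *EDS1* from −0.11 to 0.087, of *UBC21* from −0.041 to 0.036 and of *BAK1* from −0.12 to 0.026. These genes were not called in any alternative.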

Differences from the paper's values

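All 14 ratios of Table S1 were within 1.87% of the paper's, and with the deposited series values all 14 equalled the paper's after rounding to 2 decimals. The paper lists AT5G55450 and AT3G28510 as changed on their ratio, without naming a test, and over all 8 arrays both are past that threshold but were not called by limma (adjusted p = 0.0761 and 0.0772). The ratio of AT3G28510 was not below 0.4 when *pen2* replicate 1, 3 or 4 or *pen2 bak1–5* replicate 1 was left out, at 0.406, 0.455, 0.404 and 0.488, nor by the arithmetic mean of 4 ratios (0.446). Of the alternatives set before the data were examined, leaving out *pen2* replicate 2 calls both (adjusted p = 0.0487 and 0.0348), and leaving out *pen2 bak1–5* replicate 4 calls AT5G55450 (0.0392). Over all alternatives the adjusted p ranged from 0.0392 to 0.169 for AT5G55450 and from 0.0348 to 0.17 for AT3G28510. Normexp on median signals, chosen after seeing the values, also gave AT3G28510 an adjusted p of 0.0403, but left 9 of the 14 genes past the ratio thresholds, dropping 5, AT5G55450 among them.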

Other observations

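The tests of the *PDF1.2* family, of BX832035, and of *HIS1-3* and AY090965 against the slides, and the expectation for clustering along the chromosomes, were written after the result was seen, and the other tests in this part before.

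The 12 called genes of Table S1 were reached in 1 of 35 splits of the arrays, the real one, while the other splits gave 0. The paper chose the list on the real split of these arrays, so this count cannot say whether chance is excluded.

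By camera at its preset correlation, 6 of the 9 lists had an adjusted p below the 0.05 threshold. The SA-responsive list had a median log2 change of −0.32 (19 of 23 genes lower, adjusted p = 0.0020), the Trp-metabolism list −0.25 (12 of 14 lower, 0.0082), the PTI list −0.25 (12 of 16 lower, 0.0082) and the indole glucosinolate list −0.21 (7 of 9 lower, 0.0114). The photosynthesis list had 0.32 (21 of 24 higher, 0.0082) and the ethylene and jasmonate defence list 0.45 (10 of 12 higher, 0.0222). No list passed under fry after adjustment (0.0858 each for the SA-responsive, PTI and indole glucosinolate lists) or with the estimated correlation (smallest adjusted p = 0.502), and unadjusted fry p was 0.0106 for the indole glucosinolate list, 0.0250 for the SA-responsive list, 0.0286 for the PTI list and 0.0412 for the ethylene and jasmonate defence list. As many lists or more were found in 5 of 35 splits, so chance cannot be excluded. The MYC branch had a median of −0.13 but a mean of 0.31 (camera, adjusted p = 0.577), the brassinosteroid list a median of −0.04 and a mean of 0.11 (0.416), and the reference genes a median of −0.02 (0.416).

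The arrays also measured genes that the paper followed by RT-qPCR in other samples. Between these *pen2 bak1–5* and *pen2* samples *PAD3* changed by −0.44 (limma, adjusted p = 0.0861) and *CYP71A12* by −0.25 (adjusted p = 0.345), both lower in every alternative. The adjusted p of *PAD3* ranged from 0.0231, with normexp on median signals, to 0.164. *MYB51* changed by −0.57 (0.00703), *CYP79B3* by −1.04 (0.0304), *MYB122* by −0.43 (0.0276) and *AAO1* by −0.44 (0.0249), and none of these was past a ratio threshold. In 6, 7 and 7 of 22 alternatives *CYP79B3*, *MYB122* and *AAO1* had an adjusted p above 0.05, and *MYB51* in 0. *CYP71A13* (−0.70, 0.119), *CYP82C2* (−0.57, 0.198) and *CYP79B2* (−0.11, 0.461) were past neither threshold. The *PAD3* values of the genotypes did not overlap (exact permutation test, p = 0.0286), while those of *CYP71A12* did (p = 0.257). By RT-qPCR the paper also compared the inoculated genotypes at each time point, and reported no significant difference for *PAD3* or *CYP71A12*. Since both genotypes were inoculated, the array values compare levels after inoculation and say nothing of the induction by *Ab*.

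Among the called genes with the largest measured increase, *HIS1-3* was well above background on all 8 arrays and changed by 4.25 (3.74 with normexp on median signals). BX832035 was not well above background on any *pen2* array and was at least 46.3-fold higher in *pen2 bak1–5*. A defect of single spots is argued against for it, since each of its 3 probes gave a bound of at least 20.3-fold. TC377950, *LTL1*, AT3G16370 and AT4G21650 were well above background on 1 of 4 *pen2* arrays and *MYB23* on 2, so the size of their increase depends on values near the background. Their measured changes of 4.87, 4.66, 4.37, 4.24 and 4.26 were 2.50, 1.94, 1.72, 1.52 and 2.32 with normexp, chosen after the data were seen. With that correction BX832035 had 3.48, below *HIS1-3*, so no order is given. The offset in normexp shrinks the ratios of dim probes, so these smaller changes are partly built in.

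Among the called genes with the largest measured decrease, AY090965 was well above background on all 8 arrays and changed by −4.03 (−3.06 with normexp). AT2G35070 (−2.92), AT3G45330 (−2.75), *EDA36* (−3.50) and AT4G13263 (−3.00) were well above background on 3, 2, 1 and 1 of 4 *pen2 bak1–5* arrays, and had −1.67, −1.31, −1.58 and −0.62 with normexp, where AT3G45330 and AT4G13263 fall short of the ratio threshold. The adjusted p of AT4G13263 (0.0260) was above 0.05 in 8 of 21 alternatives, at 0.0694 without the filter on dim probes, 0.0670 with the gene's own variance and 0.0514 to 0.0666 without any 1 of the *pen2* arrays or *pen2 bak1–5* replicate 1 or 3, against 0.00727 without *pen2 bak1–5* replicate 2. Only bounds are known for DR356110, *CCD7* and AT5G46060, not well above background on any *pen2 bak1–5* array and at least 2.69-, 2.099- and 1.77-fold higher in *pen2*. With normexp these were −0.73, −0.57 and −0.44, with adjusted p of 0.0906, 0.0596 and 0.209 by limma. Since the offset in normexp shrinks the ratios of dim probes, its smaller changes here cannot say whether a dim gene misses the threshold. AT5G46060 also had 0.0569 without the filter on dim probes and 0.0546 with the gene's own variance.

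For *HIS1-3* and AY090965 a difference between the slides across the whole array is argued against, since no spike-in probe differed by more than 0.92 between the slides. A difference between the parents of the lines or in the handling of the plants or RNA was not tested and stays open for all of these genes. By their locus numbers, *CCD7* (AT2G44990) lies near *PEN2* (AT2G44490), so background linked to *PEN2* also stays open for *CCD7*.

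*MYB23* led to the hypothesis that trichome genes differ between the lines. Of 18 other trichome genes, listed before their values were seen, 9 were tested and 7 were higher in *pen2 bak1–5*, with a median of 0.57 (exact permutation test of the list's mean, p = 0.0286). For the same genes fry and camera of limma gave p of 0.00104 and 0.0192. *MYB5*, well above background on 2 of 4 *pen2* arrays, changed by 2.45 (limma, adjusted p = 0.000964), *GIS* by 1.22 (0.0538) and *ZFP8* by 1.09 (0.0830). A line difference in trichome gene expression is a candidate explanation, but the list was not tested under the other scalings, and slide and genotype cannot be told apart.

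Over the 11 down-regulated genes of Table S1, *pen2* replicate 2 lay below the other *pen2* arrays by a mean log2 difference of −1.22, and it was the lowest *pen2* array for 10 of them. Lower signal on the whole array cannot be judged from the reference genes, since the shift by the 75th percentile removes it beforehand. After the shift these genes differed by 0.069, and before it this array had the lowest 75th percentile of the *pen2* arrays (2052). The mean of the SA-responsive list without the genes of Table S1 was also lowest there, by −0.33 (14 of 22 genes lowest). A weaker SA response in that sample is a candidate explanation, although any array is the lowest of 4 by chance in 1 of 4 cases.

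*PDF1.2*, *PDF1.2b*, *PDF1.2c* and *PDF1.3* were all higher in *pen2 bak1–5* in every alternative, and their changes differed by at most 0.57. Shared binding of the probes and joint regulation could both give this, and they cannot be told apart from these values. The calls of *PDF1.2b*, *PDF1.2c* and *PDF1.3* were each lost in 9 of 22 alternatives.

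Of 349 called loci, 72 had another called locus among the 5 tested loci on either side, against a median of 61 in random draws (30 to 99, one-sided permutation p = 0.13).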
